# Reduced smooth muscle-fibroblasts transformation potentially decreases intestinal wound healing and colitis-associated cancer in ageing mice

**DOI:** 10.1038/s41392-023-01554-w

**Published:** 2023-08-09

**Authors:** Yi Liu, Yanhong Ji, Ruiyi Jiang, Chao Fang, Gang Shi, Lin Cheng, Yinan Zuo, Yixin Ye, Xiaolan Su, Junshu Li, Huiling Wang, Yuan Wang, Yi Lin, Lei Dai, Shuang Zhang, Hongxin Deng

**Keywords:** Gastrointestinal cancer, Cancer microenvironment, Senescence

## Abstract

Cancer and impaired tissue wound healing with ageing are closely related to the quality of life of the elderly population. Given the increased incidence of cancer and the population ageing trend globally, it is very important to explore how ageing impairs tissue wound healing and spontaneous cancer. In a murine model of DSS-induced acute colitis and AOM/DSS-induced colitis-associated cancer (CAC), we found ageing significantly decreases intestinal wound healing and simultaneous CAC initiation, although ageing does not affect the incidence of AOM-induced, sporadic non-inflammatory CRC. Mechanistically, reduced fibroblasts were observed in the colitis microenvironment of ageing mice. Through conditional lineage tracing, an important source of fibroblasts potentially derived from intestinal smooth muscle cells (ISMCs) was identified orchestrating intestinal wound healing and CAC initiation in young mice. However, the number of transformed fibroblasts from ISMCs significantly decreased in ageing mice, accompanied by decreased intestinal wound healing and decreased CAC initiation. ISMCs-fibroblasts transformation in young mice and reduction of this transformation in ageing mice were also confirmed by ex-vivo intestinal muscular layer culture experiments. We further found that activation of YAP/TAZ in ISMCs is required for the transformation of ISMCs into fibroblasts. Meanwhile, the reduction of YAP/TAZ activation in ISMCs during intestinal wound healing was observed in ageing mice. Conditional knockdown of YAP/TAZ in ISMCs of young mice results in reduced fibroblasts in the colitis microenvironment, decreased intestinal wound healing and decreased CAC initiation, similar to the phenotype of ageing mice. In addition, the data from intestine samples derived from inflammatory bowel disease (IBD) patients show that activation of YAP/TAZ also occurs in ISMCs from these patients. Collectively, our work reveals an important role of the ageing stromal microenvironment in intestinal wound healing and CAC initiation. Furthermore, our work also identified a potential source of fibroblasts involved in colitis and CAC.

## Introduction

Although colorectal cancer (CRC) is usually regarded as an age-related disease because of accumulated mutations with ageing, the relationship between the ageing stromal microenvironment and CRC is poorly understood. CRC is a typical cancer associated with tissue inflammation. The increased incidence of CRC is also associated with factors such as environmental exposures, lifestyle (e.g., smoking, alcohol consumption, eating red or processed meat), and disease conditions (e.g., obesity, diabetes, and inflammatory bowel disease).^1^ These factors could promote cancer by acting in whole or in part via inflammation.^2^ Compared to the certain role of accumulated mutations with ageing, it is still unclear as to whether and how the ageing stromal microenvironment could impact CRC, especially in inflammation-driven CRC.

Inflammation immensely remodels the tissue microenvironment and plays an important role in nearly all stages of tumorigenesis.^3^ Mechanistically, in addition to the important role of genomic instability and accumulated mutagenesis in the inflammatory microenvironment to promote carcinogenesis, infiltrated and resident cells also play important roles in cancer formation, including fibroblasts, macrophages, neutrophils and others.^4,5^ Besides, as responses to tissue damage and inflammation, re-epithelialization and tissue regeneration during wound healing also play important roles in cancer formation.^6,7^ For example, it was revealed that skin wound healing promotes skin carcinogenesis^8,9^, and the wound healing response to surgery promotes the outgrowth of dormant breast tumor cells.^10^

Meanwhile, ageing is a complex process associated with the degeneration and functional decline of nearly all organs and body systems.^11^ The degeneration of wound healing and tissue regeneration with ageing are also observed in some tissues, mainly including the liver, skin, small intestine and muscles.^12–15^ Therefore, it warrants further exploration as to whether impaired wound healing with ageing would negatively affect carcinogenesis under inflammatory conditions. Although some studies observed that ageing could impair the severity of colitis,^16–18^ it is still unclear whether and how ageing would impact intestinal wound healing and inflammation-driven CRC in the colon.

In this report, we mainly used a murine model of AOM/DSS-induced colitis-associated cancer (CAC) to investigate the relationship between ageing and inflammation-driven CRC. The CAC in AOM/DSS-induced mice usually occurs in the distal part of the colon, which resembles the location of CRC at the distal colon and rectum in human.^19^ Our work reveals that reduced fibroblasts potentially derived from ISMCs in the ageing intestinal stromal microenvironment could significantly decrease wound healing following DSS-induced tissue damage and simultaneously decrease the initiation of CAC. As the crucial regulator of cell plasticity and cell fate determination,^20^ transcriptional co-activators YAP/TAZ activation are found to be required for the transformation of ISMCs into fibroblasts during intestinal wound healing in murine CAC and acute colitis models in our study. Taken together, our study indicates that an ageing intestinal stromal microenvironment could significantly impair intestinal wound healing and inflammation-driven CRC. Our study also reveals a new mechanism for intestinal wound healing in young mice and uncovers the important role of YAP/TAZ in intestinal smooth muscle cells.

## Results

### Ageing does not affect colon homeostasis under non-inflammatory conditions

To explore whether the ageing process (middle-aged stage) affects colon homeostasis under non-inflammatory conditions, we assessed the differences in homeostatic colon between young (~3 months) and ageing (~14 months, corresponding to nearly 50 years in humans) mice.^21^ We observed no obvious differences in colon length and tissue lesions between the young and ageing mice (Supplementary Fig. 1a, b). Tissue structure of both young and ageing colons was characterized by stratified structures mainly composed of intestinal mucosa epithelium (IE), muscularis mucosae (mm) and muscular layer (ml) (Supplementary Fig. 1c). Both the ratio of proliferating cells and Lgr5^+^ colon stem cells in intestinal crypts of the colon were comparable between young and ageing mice (Supplementary Fig. 1d, e). RNA sequencing (RNA-seq) was further performed to analyze the overall expression profiles of colon tissues derived from young and ageing mice in homeostasis. 

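The expression profiles were measured on one-colour Agilent microarrays, with 1 array for each of 3 young and 3 ageing mice at A+D-d0, the name given to normal mice. On such an array, Cy3-labelled cRNA made from the total RNA of the colorectum binds to spots of 60-base probes, and the brightness of a spot measures the RNA that its probe matches. Each array held 175896 spots other than controls for 145548 different probes. The 51691 probes whose IDs begin with A_ are called catalogue probes here, and the other 93857 are called custom probes. The authors deposited the scanner's intensity of every spot, corrected for background by Agilent Feature Extraction, and a table of log2 values that had been brought to nearly the same distribution on every array. The files pair no probe with a gene name, so probes were counted, and coding mRNAs were not told apart from other transcripts. Between 36.4% and 37.7% of the probes (median 37.6%) were well above background on the young arrays, and between 41.4% and 42.4% (median 41.9%) on the ageing arrays. Log2 intensities were averaged over the spots of a probe without the spots marked as outliers. The 75th percentile of each array, taken over the 42569 probes well above background on all 18 arrays of A+D-d0, A+D-d10 and A+D-d21, was then subtracted. The 61202 probes well above background on all 3 arrays of at least 1 of the 6 groups were tested with limma in 1 model of the 18 arrays. The threshold was that of the paper's methods, a fold change of at least 2 and an unadjusted P of at most 0.05. Adjusted P values are Benjamini-Hochberg values over all tested probes. The young arrays lay on 2 slides and the ageing arrays on another, so no slide held arrays of both ages. The number of arrays limits the precision of each value.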

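At A+D-d0, 1520 probes differed between ageing and young mice at the threshold of the methods, with 1280 higher and 240 lower in ageing mice. They were 514 catalogue probes and 1006 custom probes. The change was less than 4-fold for 1438 of them, or 94.6%, and the log2 differences ranged from -7.07 to 3.09. For 713 of these probes, at least 1 of the 2 groups had no array with signal well above background. The size of their change is at best a bound, and there is no bound where this held for both groups. The levels of the 2 groups did not overlap for 22.6% of all tested probes, where chance gives 10%. In data simulated for this comparison with 200 changed probes, 557 unchanged probes passed the same threshold. The simulated probes varied independently, with no effect of slide or array, so the number in the real arrays can differ from this. At an adjusted P of at most 0.05, limma called 105 probes, with 61 higher and 44 lower in ageing mice. The number past the methods' threshold ranged from 143 probes with normexp background correction to 4094 with no filter on dim probes. With the slide as a random block it was 1336, and the number at the adjusted P was 10. The share of probes higher in ageing mice was 84.2%, and 67.2% in the authors' processed values.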

Comparative expression analysis of duplicates of RNA-seq data revealed that only 75 coding mRNAs were differentially expressed by ±2-fold (*P* < 0.05), and the expression profiles of most differentially expressed genes were modestly changed (less than 4-fold) (Supplementary Fig. 1f). Furthermore, similar intestinal organoids cultured from the same number of young and ageing intestinal crypts of the colon were observed (Supplementary Fig. 1g). Meanwhile, the ageing organoids share the same potency to passage up to at least three generations as young organoids (Supplementary Fig. 1h). These results indicated that the ageing (middle-aged stage) colon maintains a tissue structure that is architecturally and transcriptionally similar to that of young mice under homeostatic conditions.

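Across the tested probes, a young and an ageing array at A+D-d0 had a median Pearson's r of 0.974, with a range from 0.970 to 0.978 over 9 pairs. The median was 0.975 over the 3 pairs of young arrays, with a range from 0.974 to 0.979, and 0.983 over the 3 pairs of ageing arrays, with a range from 0.979 to 0.986. These correlations are across probes, which are not independent replicates. The largest fitted decrease in ageing mice was measured by the catalogue probe A_51_P428360, which has the sequence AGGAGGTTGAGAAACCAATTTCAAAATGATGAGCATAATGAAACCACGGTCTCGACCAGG. Its log2 intensity relative to the 75th percentile was 3.37 ± 1.08 (SD, n = 3) in young mice and -3.70 ± 1.00 (SD, n = 3) in ageing mice. The log2 difference was -7.07 with a standard error of 0.89 (adjusted P = 0.00544 from limma), and the probe was not called after adjustment by the methods' t-test. At A+D-d21 the same probe was higher in ageing mice by 3.08 on the log2 scale, a difference that limma did not call (adjusted P = 0.597). An increase in ageing mice at A+D-d0 was measured by the custom probe CUST_OEV3_084926, with the sequence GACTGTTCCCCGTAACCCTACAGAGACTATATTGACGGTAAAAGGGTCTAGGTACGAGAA. On that day its signal was not well above background on any young array, and it was at least 2.35-fold higher in ageing mice (adjusted P = 0.0382 from limma). That bound sets the mean of the ageing arrays against the lowest signal well above background on each young array, or the probe's own signal where that was higher. The probe was not called with normexp background correction, with no filter on dim probes, by the methods' t-test, with the slide as a random block or the replicate number as a block, or in 5 of the 6 models that leave out 1 of the 6 arrays. From the few differentially expressed coding mRNAs and the small size of most changes, together with similar histology, proliferation, stem cells and organoids, the paper concludes that the ageing colon resembles the young colon in homeostasis.

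**Figure D1:**
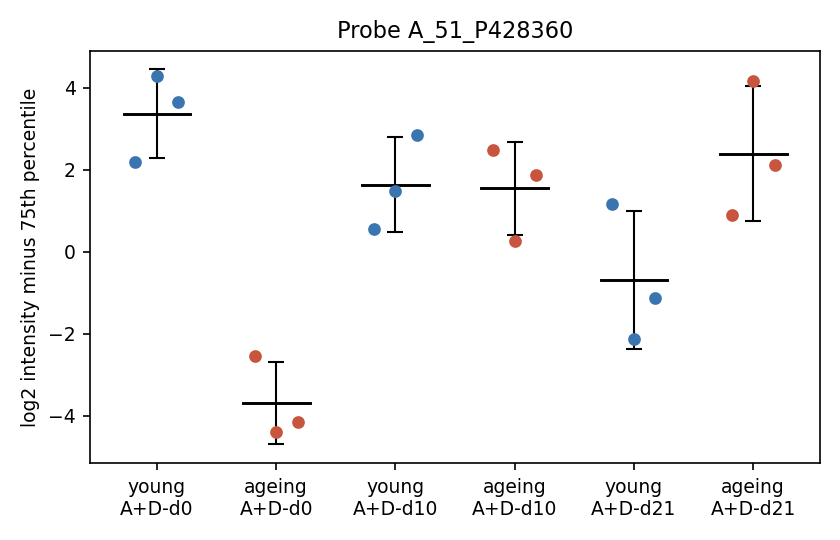
Log2 intensity of probe A_51_P428360 minus the 75th percentile of the array, in young (blue) and ageing (red) mice on each day. Points are arrays and bars are the mean and SD of 3 arrays; at A+D-d0 the means are 3.37 in young and -3.70 in ageing mice.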

### Ageing decreases intestinal wound healing in murine acute colitis

To further explore whether ageing affects intestinal wound healing, we assessed whether ageing affects the inflammation process in DSS-induced murine acute colitis. As the model diagram shows, continuous administration of DSS for up to 7 days (from DSS-d0 to DSS-d7) typically induces tissue damage in the colonic mucosa, accompanied by severe intestinal inflammation (DSS-d7 to DSS-d10) and subsequent intestinal wound healing usually completed until to nearly DSS-d21 (Fig. 1a). With the administration of DSS, although the body weight of both young and ageing mice began to drop and reached the comparable ratio of lost weight 10 days after the beginning of DSS administration (DSS-d10). Yet, the body weight of young, but not ageing mice, recovered to the normal level quickly subsequently (Fig. 1b). After DSS-induced tissue damage, the colon length was similar between young and ageing mice at DSS-d7 (Fig. 1c). Using the in vivo coloscopy system, we observed that ageing mice acquired the same score of endoscopic colitis upon DSS-induced damage as young mice at DSS-d7 and DSS-d10, but subsequently the colitis in ageing mice failed to recover at DSS-d21 (Fig. 1d). Similarly, disorganized tissue structure and the loss of epithelial marker EPCAM after DSS-induced tissue damage were observed at DSS-d7 and DSS-d10 in both young and ageing mice, but only the young mice showed quick re-epithelization after intestinal wound healing at DSS-d21 (Fig. 1e, f). To further assess the potential effect of ageing on intestinal wound healing, the mice at the age of ~25 months (advanced-age group) were used to induce colitis. To our surprise, nearly half of the advanced-age mice failed to tolerate the DSS-induced tissue damage, and the rest of the advanced-age mice failed to recover and ultimately died of colitis (Fig. 1g). Taken together, our results indicate that ageing significantly decreases intestinal wound healing in DSS-induced acute colitis.

**Fig. 1:**
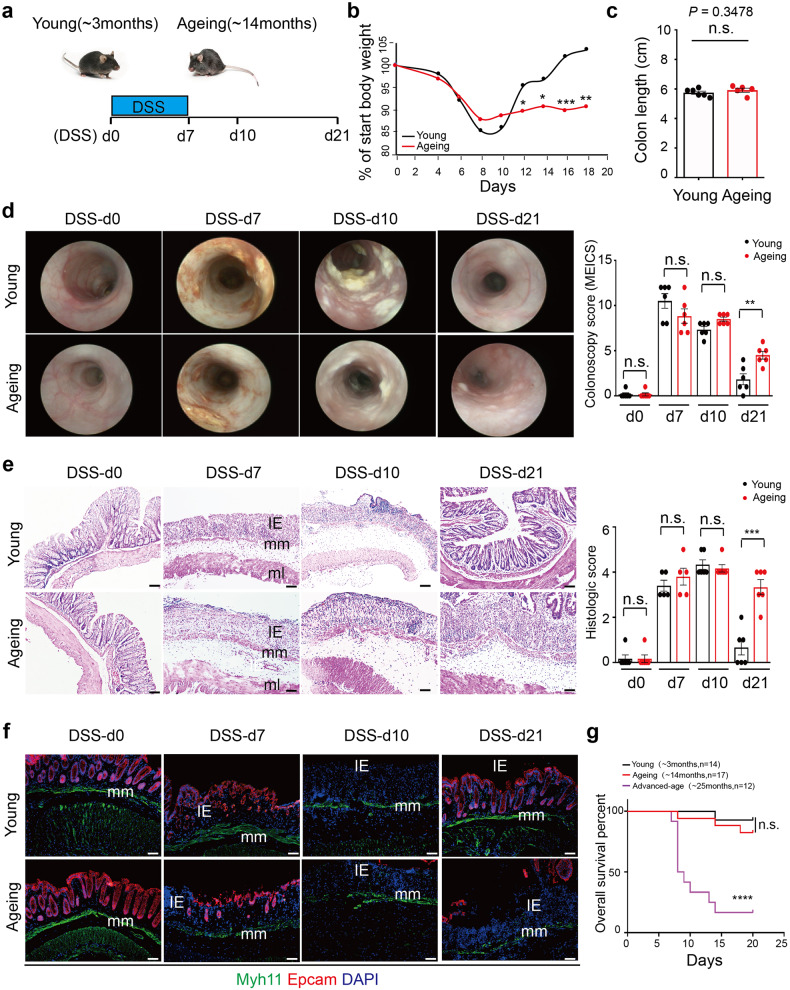
Decreased intestinal wound healing with ageing in DSS-induced acute colitis. **a** Schematic overview of DSS-induced acute colitis. Colon tissues were collected at the early phase of colitis at DSS-d7, during colitis at DSS-d10, and after the wound healing at DSS-d21. **b** The weight change in young and ageing mice during DSS-induced acute colitis. Young, *n* = 12; Ageing, *n* = 9. **c** The colon length of young (*n* = 6) and ageing (*n* = 5) mice at DSS-d7, mean ± SD. **d** High-resolution endoscopic images of young and ageing colon at 0, 7, 10 and 21 days after the beginning of DSS feeding. The severity of colitis was measured using the coloscopy score system (MEICS). *n* = 6 for each group, mean ± SD. **e** Representative H&E staining of colon tissues at 0, 7, 10 and 21 days after the beginning of DSS feeding. IE intestinal mucosa epithelium; mm muscularis mucosa; ml muscular layer; these abbreviations apply to the whole study. The histopathological grading of inflammation in young and ageing mice was recorded. DSS-d0, *n* = 6; DSS-d7, *n* = 5; DSS-d10, *n* = 6; DSS-d21, *n* = 6. Data are mean ± SD. Scale bars, 50 μm. **f** Immunofluorescence images of the temporal re-epithelialization process that occurs following the DSS-induced colitis in young and ageing mice. Sections were immunolabeled with Epcam (marker of epithelium cells) and Myh11 (marker of smooth muscle cells). Scale bars, 50 μm. **g** Survival analysis of the advanced-age (~25 months) mice (purple solid line; *n* = 12) compared to that of young mice (black solid line; *n* = 14; *P* < 0.0001 by log-rank test) during DSS-induced acute colitis. Note that survival of young and ageing (~14 months, red dashed line, *n* = 17) mice had no significant difference

### Ageing decreases the initiation of colitis-associated cancer (CAC)

Given the important role of tissue regeneration in cancer formation,^6,7^ we continued to explore whether the decreased intestinal wound healing in ageing mice influences the initiation of murine CAC, which is usually composed of one injection of AOM to accumulate the necessary mutations and subsequent three cycles of DSS-induced acute colitis (Supplementary Fig. 2a). After tissue regeneration during intestinal wound healing of the first cycle of DSS-induced colitis, CAC initiation usually occurred at A+D-d21, accompanied with raised macroscopic polyps and precancerous lesions.^19,22^ Therefore, we recognize the first cycle of colitis as the early phage of CAC and collected the distal part of the colon at days 0 (A+D-d0), 7 (A+D-d7), 10 (A+D-d10), 14(A+D-d14), 21 (A+D-d21) upon DSS administration respectively (Fig. 2a). Consistent with what was observed in DSS-induced acute colitis, the ageing mice showed the same severity of DSS-induced tissue damage at A+D-d7 and A+D-d10, but exhibited the reduction in weight recovery, organizational reconstruction, as well as re-epithelization during the wound healing of the early phase of CAC, at A+D-d14 and A+D-d21 (Fig. 2b–e and Supplementary Fig. 2c–e). Simultaneously, through the in vivo coloscopy system, raised macroscopic polyps were observed at A+D-d21 only in the young mice but not in ageing mice (Fig. 2c). Besides, the typical precancerous tissue structure was observed only in young mice at A+D-d21, but not in ageing mice (Fig. 2d, e). Compared to typical crypt and precancerous structure in young mice of the distal colon, typical and large-scale squamous epithelium were observed in ageing mice at A+D-d21 (Supplementary Fig. 2e, f). Given the discovery about transitional anal squamous epithelium in colitis repair from D. Brent Polk,^23^ we speculate that decreased wound healing and re-epithelization in ageing colon need help from anal squamous epithelium to build more squamous epithelium barrier necessarily. We further observed reduced colon stem cells (lgr5^+^), reduced proliferation (ki67^+^) of epithelial cells and reduced precancerous lesions (p-stat3^+^) of epithelial cells in ageing colon tissues, compared to those in young colon tissues at A+D-d21 (Fig. 2f, g and Supplementary Fig. 2b). When the CAC model was completed (A+D-d63), the total tumor number and tumor area in the distal part of the colon were decreased in ageing mice compared with that in young mice (Fig. 2h and Supplementary Fig. 2g, h). In addition, for each mouse, a positive correlation between tumor number at A+D-d63 and the parallel wound healing score (assessed by the ratio of recovered body weight/start body weight) during the early phase of CAC was observed in our study (Fig. 2i). Altogether, these results indicate that ageing process significantly decreases intestinal wound healing and simultaneously decreases CAC initiation.

**Fig. 2:**
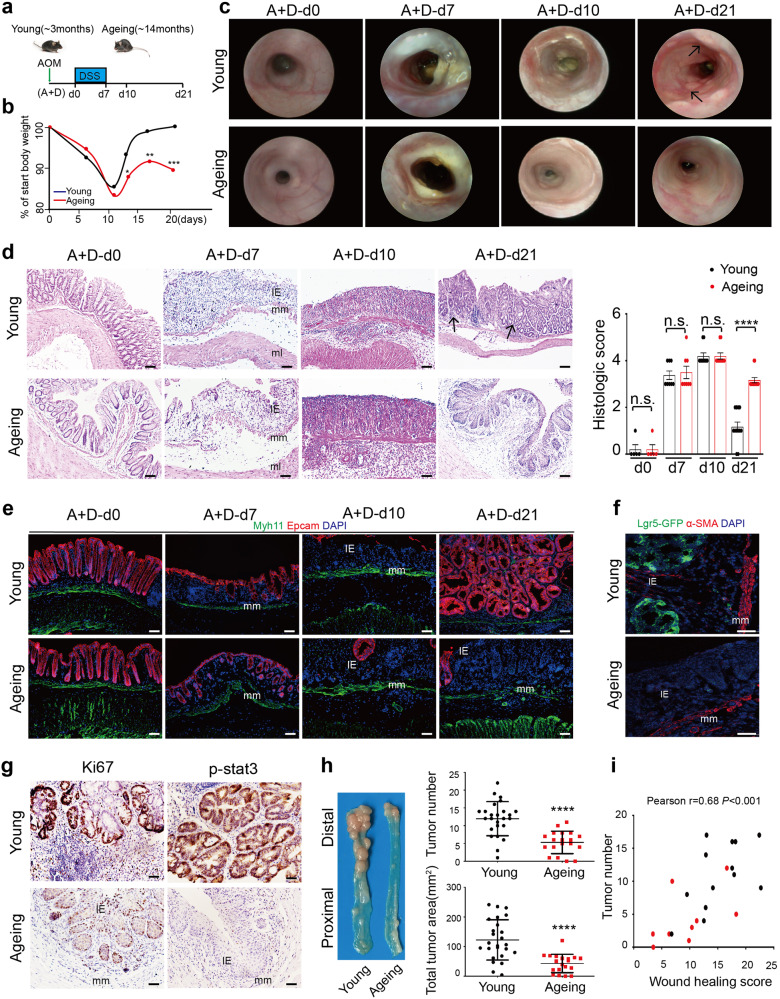
Decreased initiation of colitis-associated cancer in ageing mice. **a** Schematic overview of the early phase of the CAC model, A+D-d0 means normal mice. **b** Weight change during the early phase of CAC in young (~3 months) and ageing (~14 months) mice. Young, *n* = 15; Ageing, *n* = 11. **c** High-resolution endoscopic images of young and ageing colon at 0, 7, 10 and 21 days after the beginning of DSS feeding. **d** Representative H&E staining of colon tissues at 0, 7, 10 and 21 days after the beginning of DSS feeding. The histopathological grading of inflammation in young and ageing mice was recorded. A+D-d0, *n* = 5; A+D-d7, *n* = 8; A+D-d10, *n* = 10; A+D-d21, *n* = 12. Data are mean ± SD. Scale bars, 50 μm. **e** Immunofluorescence images of the temporal re-epithelialization process during the early phase of the CAC model in young and ageing mice. Sections were immunolabeled with Epcam and Myh11. Scale bars, 50 μm. **f** Detection of GFP and α-SMA at A+D-d21 in colon tissues of young and ageing Lgr5-eGFP^+/-^ mice. Scale bars, 50 μm. **g** Immunohistochemical staining of Ki67 and p-stat3 (malignant transformation marker) in colon tissues at A+D-d21 in young and ageing mice. Scale bars, 50 μm. **h** Representative macroscopic images of CAC in young and ageing mice at A+D-d63. Tumor number and tumor area per colon were measured. Young, *n* = 25; Ageing, *n* = 19, *P* < 0.0001. Data are mean ± SD. **i** Pearson correlation between the wound healing score during the early phase of the CAC model and the parallel tumor numbers at A+D-d63. The wound healing score was measured by the ratio of recovered body weight to the start body weight. Black spot represents one young mouse, and red spot represents one ageing mouse. Pearson r = 0.68, *P* < 0.001, *n* = 22

To further explore the mechanism underlying decreased CAC initiation and formation in ageing mice, we used multiple injections of AOM-induced sporadic non-inflammatory CRC to explore whether ageing impairs carcinogenesis of AOM-induced mutations in intestinal epithelial cells (As model diagram shown, Supplementary Fig. 3a). One week after the first injection of AOM, comparative expression analysis of duplicates of RNA-seq data revealed that only 86 coding mRNAs were differentially expressed by ±2-fold (*P* < 0.05) between the young and ageing colon (Supplementary Fig. 3b). Using an in vivo coloscopy system, we observed that tumor initiation and development were almost synchronous in young and ageing mice (Supplementary Fig. 3c). As shown (Supplementary Fig. 3d–g), 25 weeks after the first time of AOM injection, tumor number, tumor area, the pathological structure of tumors, PCNA and p-stat3 in tumor cells were comparable between young and ageing mice. The phenotypical characterization indicates that ageing has no obvious effect on the formation of AOM-induced sporadic CRC under non-inflammatory conditions.

### Reduced fibroblasts with ageing in colitis microenvironment of murine acute colitis and the early phase of CAC

As the first step toward understanding the mechanism underlying impaired wound healing in the early phase of CAC in ageing mice, we found both the ratio of total immune cells and the ratio of main subtypes of immune cells in the intestinal microenvironment after DSS-induced tissue damage were similar between young and ageing mice (Supplementary Fig. 4a–c). In addition, the elevated inflammatory factors in response to DSS-induced tissue damage were similar in the colon tissues of young and ageing mice (Supplementary Fig. 4d). Therefore, these data suggest that the number of immune cells present after DSS-induced tissue damage seems similar between young and ageing mice, accompanied with a similar phenotype of the severity of tissue damage described above.

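Colon tissue at A+D-d10 was measured on the same kind of array as the homeostatic colon, with 3 young and 3 ageing mice, and the intensities were processed and tested in the same way. Between 33.3% and 36.0% of the probes (median 35.7%) were well above background on the young arrays, and between 39.5% and 39.8% (median 39.7%) on the ageing arrays. The young arrays shared a slide and were scanned on the same day as the arrays of A+D-d0, and the ageing arrays shared another slide and were scanned on the other of the 2 scan days. Age, slide and scan day therefore cannot be told apart at A+D-d10. The response in each age group was taken as the difference between A+D-d10 and A+D-d0, and its dependence on age was tested as an interaction in the same model. The expression of the inflammatory factors in Supplementary Fig. 4d was not examined one by one, because the files do not pair the probes with genes.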

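From A+D-d0 to A+D-d10, 7815 probes changed in young mice at an adjusted P of at most 0.05 from limma, with 3284 higher and 4531 lower. In ageing mice 10852 probes changed, with 4360 higher and 6492 lower. The ageing arrays of A+D-d10 and A+D-d0 were scanned on different days, so an effect of scan day can enter the ageing count but not the young. In both ages the arrays of the 2 days lay on different slides, so an effect of slide can enter both counts. With the slide as a random block, 4775 probes changed in young mice and 5956 in ageing mice. In both ages 3410 probes changed, and 3250 of them changed in the same direction. The responses of young and ageing mice, which were computed from different arrays, had a Pearson's r of 0.509 across all tested probes. In a direct comparison at A+D-d10, 4783 probes differed between ageing and young mice at the threshold of the methods, and 90.7% of them were higher in ageing mice. That share was 78.2% in the authors' processed values. At the adjusted P, 5962 probes differed, with 4961 higher and 1001 lower in ageing mice. For 999 probes the response itself differed between the ages at the adjusted P, 692 of them with a more positive response in ageing mice. Among the probes with an adjusted P of at most 0.05 that were higher in ageing mice at A+D-d10 was the catalogue probe A_52_P382676, with the sequence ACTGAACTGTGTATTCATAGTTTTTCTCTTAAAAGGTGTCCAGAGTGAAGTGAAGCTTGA. On that day it was not well above background on any young array and was at least 17.7-fold higher in ageing mice (adjusted P = 0.00178 from limma). It was not called after adjustment by the methods' t-test. From similar inflammatory factors and similar immune cells, the paper proposes that immune cells are present in similar numbers after DSS-induced damage in both ages.

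**Figure D2:**
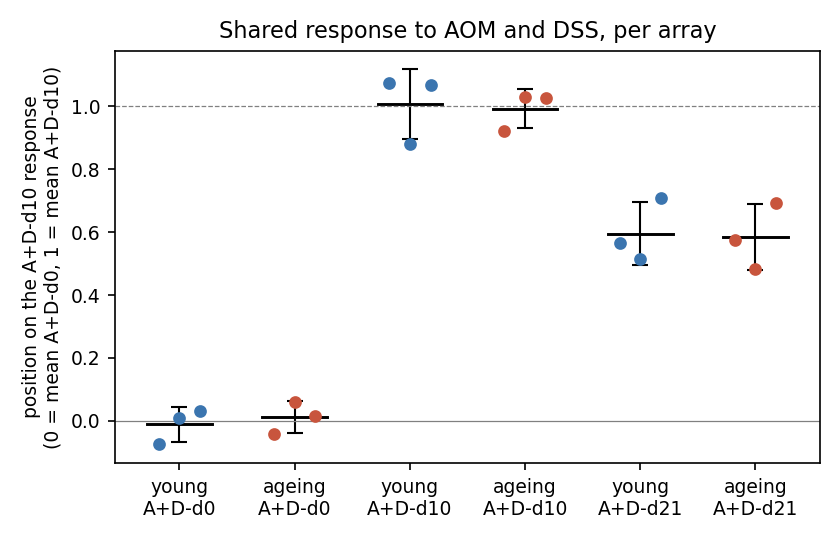
Position of each array (points; bars are the mean and SD of 3 arrays) along the response of the 3250 probes that changed in the same direction at A+D-d10 in both ages, on a scale without units from 0 at the mean of A+D-d0 to 1 at the mean of A+D-d10. The probes were chosen on the arrays of A+D-d0 and A+D-d10, which fixes the means of those days, and the young and ageing arrays of A+D-d10 range from 0.880 to 1.07 and from 0.922 to 1.03.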

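At A+D-d21, colon tissue of 3 young and 3 ageing mice was measured on arrays of the same design, and the values were made as for the earlier days. Between 39.6% and 42.2% of the probes (median 41.7%) were well above background on the young arrays, and between 40.8% and 47.8% (median 42.8%) on the ageing arrays. All 6 arrays were scanned on the same day. Young replicates 2 and 3 and ageing replicates 1 and 2 shared slide 6, whereas ageing replicate 3 lay on slide 7 and young replicate 1 lay on slide 5 with the ageing arrays of A+D-d10. Slide 6 therefore allowed the comparison of the ages within a slide. The GO analysis was not repeated, because it needs a gene for each probe.

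**Figure D3:**
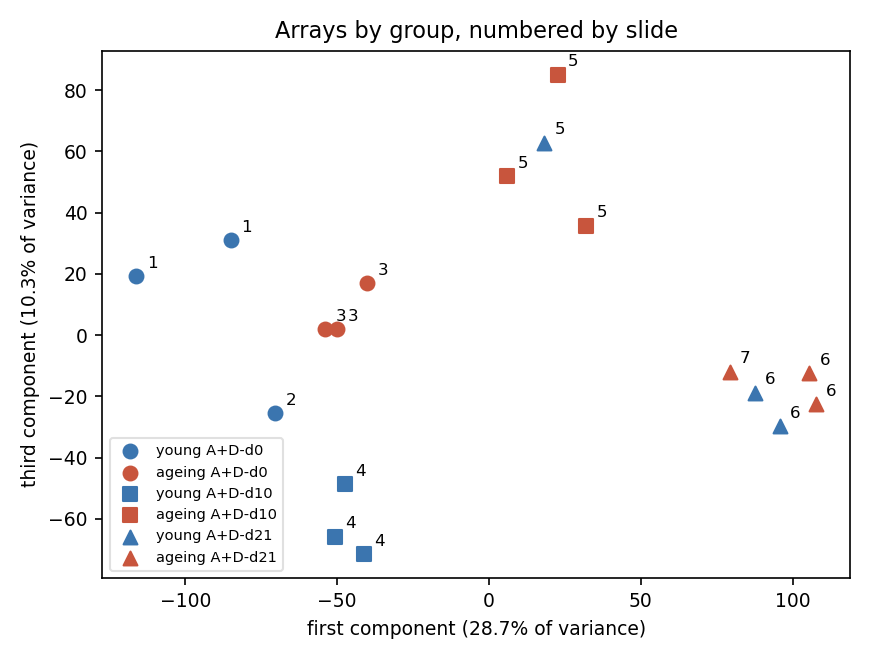
Principal components 1 and 3 (28.7% and 10.3% of the variance, without units) of the log2 values of the 18 arrays, with the groups by colour and symbol and each array numbered by its slide. Component 3 was plotted after the components had been seen, in place of component 2 (20.0%), and it places young replicate 1 of A+D-d21 among the ageing arrays of A+D-d10 on slide 5. Component 2 sets that array (-13.8) apart from them (from -85.9 to -66.5).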

To further explore the mechanism, RNA-sequencing and gene ontology (GO) analysis were performed using the colon samples obtained from young and ageing mice at A+D-d21. 

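Between ageing and young mice at A+D-d21, 714 probes differed at the threshold of the methods, with 356 higher and 358 lower in ageing mice. In data simulated for this comparison with 200 changed probes, 555 unchanged probes passed that threshold. That simulation also had independent probes and no effect of slide or array. Across all tested probes, the levels of the 2 groups did not overlap for 10.8%, beside the 10% that chance gives. At an adjusted P of at most 0.05, limma called 8 probes, with 2 higher and 6 lower in ageing mice, and 3068 probes had an unadjusted P of at most 0.05. When the ages were compared within slide 6, 996 probes passed the methods' threshold and 51 the adjusted P. The share of higher probes ranged from 24.2% without ageing replicate 2 to 75.1% without young replicate 2. Of the 358 probes lower in ageing mice, 200 (55.9%) had their highest mean in young mice at A+D-d21 among the groups of A+D-d0 and A+D-d21. Of the 356 higher probes, 289 (81.2%) had their highest mean in ageing mice at A+D-d21. Both sets were chosen on these same A+D-d21 arrays, which rules out the other group of that day and favours the chosen one. The A+D-d0 arrays were also scanned on the other scan day, so these shares are no test of a change with age. The response from A+D-d0 to A+D-d21 differed between the ages for 12 probes at the adjusted P. Among the called probes whose groups did not overlap, the catalogue probe A_51_P406105 had the second largest decrease in ageing mice, with the sequence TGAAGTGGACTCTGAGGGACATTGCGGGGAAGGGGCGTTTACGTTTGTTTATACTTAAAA. Its log2 intensity relative to the 75th percentile was -1.93 ± 0.18 (SD, n = 3) in young mice and -4.54 ± 0.50 (SD, n = 3) in ageing mice, and the log2 difference was -2.61 with a standard error of 0.26 (adjusted P = 0.000846 from limma). This probe was not called after adjustment by the methods' t-test or in a limma model of the 6 arrays alone. It was also lower in ageing mice at A+D-d0 and A+D-d10, by log2 differences of -2.36 and -3.25. From the genes that passed its threshold, the paper reasons by way of the GO terms enriched among them (Fig. 3a) to the extracellular matrix as what differs with ageing. It also shows a heatmap of matrix mRNAs (Fig. 3b) and, as evidence from protein, staining of Laminin and Collagen IV (Fig. 3c).

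**Figure D4:**
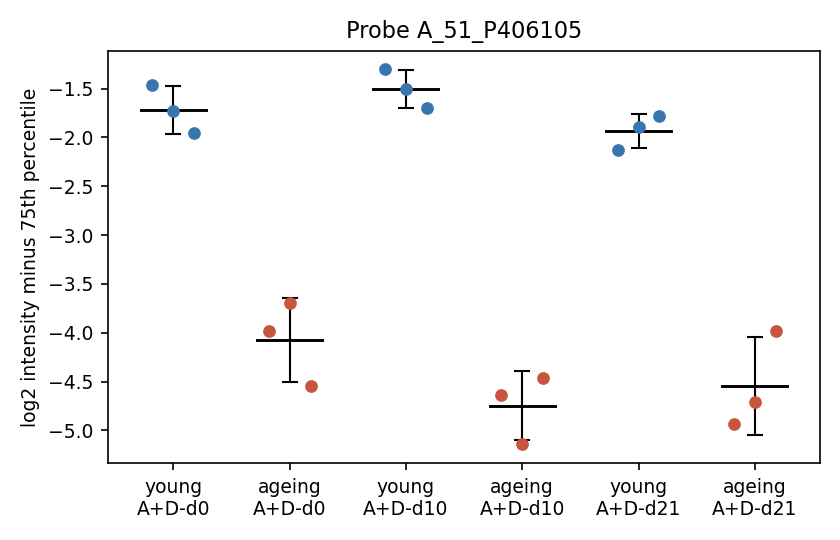
Log2 intensity of probe A_51_P406105 minus the 75th percentile of the array, in young (blue) and ageing (red) mice on each day. Points are arrays and bars are the mean and SD of 3 arrays, and on each day all ageing arrays lie below all young arrays.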

Gene ontology (GO) analysis illustrated that some differential expression of mRNAs between young and ageing colon tissues at A+D-d21 were specifically enriched in the extracellular region and matrix, which were decreasingly expressed in the ageing intestinal microenvironment (Fig. 3a, b). The dysregulated extracellular matrix was further confirmed at the protein level using immunofluorescence staining of Laminin and Collagen-IV in ageing mice (Fig. 3c).

**Fig. 3:**
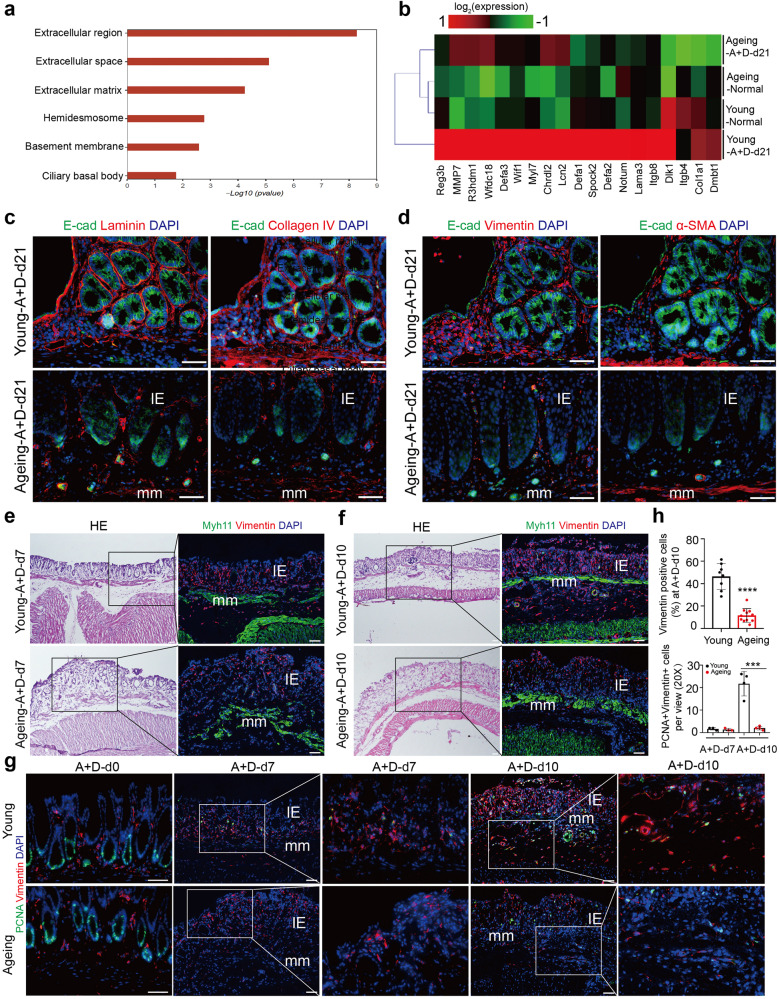
Reduced fibroblasts with ageing during intestinal wound healing in the early phase of CAC. **a** Enriched gene ontology (GO) terms in genes that were differentially regulated between young and ageing colon tissues at A+D-d21. *n* = 3 for each group. **b** Heatmap of differentially regulated mRNAs associated with extracellular matrix between young and ageing colon tissues at A+D-d21. *n* = 3 for each group. **c** Detection of Laminin, Collagen IV and E-cad at A+D-d21 in young and ageing mice. Scale bars, 50 μm. **d** Detection of Vimentin, E-cad and α-SMA at A+D-d21 in young and ageing mice. Scale bars, 50 μm. **e** Detection of Vimentin and Myh11 at A+D-d7 in young and ageing mice. Scale bars, 50 μm. **f** Detection of Vimentin and Myh11 at A+D-d10 in young and ageing mice. Scale bars, 50 μm. **g** Detection of Vimentin and PCNA in colon tissues of young and ageing mice at A+D-d0, A+D-d7 and A+D-d10. Scale bars, 50 μm. **h** The ratio of Vimentin^+^ fibroblasts in young and ageing intestinal stromal microenvironment at A+D-d10 was detected, Young, *n* = 8; Ageing, *n* = 11; Data are mean ± SD. The absolute number of PCNA^+^ Vimentin^+^ cells per view (20X) was also detected at A+D-d7 and A+D-d10, Young, *n* = 3; Ageing, *n* = 4; Data are mean ± SD

Given the important roles of fibroblasts in wound healing and cancer formation through regulating the extracellular matrix, tissue structure, stem cell maintenance and self-renewal, and others,^4,24^ we postulated that the dysregulated extracellular matrix and decreased wound healing in ageing mice might be associated with fibroblasts. Vimentin is regarded as the bottommost marker of fibroblasts, and alpha-smooth muscle actin (α-SMA) is usually used to identify activated fibroblasts (myofibroblasts) which are also usually regarded as cancer-associated fibroblasts (CAFs) in the tumor microenvironment.^25^ Indeed, the reduced fibroblasts and myofibroblasts in the ageing intestinal microenvironment at A+D-d21 were observed (Fig. 3d). Of note, we did not observe significant differences in resident fibroblasts and extracellular matrix of the colon between young and ageing mice under homeostatic conditions (Supplementary Fig. 5a, b).

To further explore fibroblasts in the colitis microenvironment during intestinal wound healing of the early phase of the CAC model, we dynamically detected the fibroblasts at A+D-d7 and A+D-d10 in young and ageing mice. After DSS administration (A+D-d7), sporadic fibroblasts were detected in intestinal mucosa epithelium in both young and ageing mice (Fig. 3e). Yet, as colitis progressed, abundant fibroblasts were observed in the intestinal microenvironment of young mice at A+D-d10, including a significant population of fibroblasts around the muscularis mucosa, but not observed in ageing mice (Fig. 3f–h). Meanwhile, we found that the resident fibroblasts under homeostatic conditions and in the early phase of colitis (A+D-d7) rarely proliferate, as indicated by PCNA-negative staining in both young and ageing mice (Fig. 3g). However, the fibroblasts detected at A+D-d10, especially those around the muscularis mucosa began to proliferate only in young mice (Fig. 3g, h). Similar to what was observed in the early phase of the CAC model, the reduced fibroblasts during intestinal wound healing (DSS-d10) were also observed in DSS-induced acute colitis in ageing and advanced-age mice (Supplementary Fig. 5c–e). All these data indicate that there are reduced fibroblasts during intestinal wound healing in ageing mice, accompanied by a decrease in both intestinal wound healing and CAC initiation.

### Intestinal smooth muscle cells (ISMCs) potentially transform into fibroblasts orchestrating intestinal wound healing and CAC only in young mice

Given the occurrence of the proliferating fibroblasts around muscularis mucosa during intestinal wound healing in young mice, we hypothesized that ISMCs might be a potential source of fibroblasts during intestinal wound healing. To test this hypothesis, we utilized young Myh11-cre/ER^T2^; mTmG lineage tracing system to conditionally label ISMCs, allowing it to convert resident red fluorescent protein (tdTomato) into green fluorescent protein (GFP) upon treatment with tamoxifen. To explore the best time to specially label smooth muscle cells, we first detected the expression of smooth muscle marker (Myh11) in colon tissues. Under the homeostatic condition, in addition to muscularis mucosae (mm) and muscular layer (ml), Myh11 was also detected in stromal cells in intestinal mucosa epithelium (Supplementary Fig. 6b), which may be expressed on the tissue-resident myofibroblasts.^26^ As a result, a small number of tissue-resident cells in the intestinal mucosa epithelium could be labeled with GFP after tamoxifen induction starting from homeostatic condition (Supplementary Fig. 6a), which brings us difficulty in answering whether the subsequently observed GFP^+^ labeled cells in epithelium mucosae at DSS-d10 come from tissue-resident myofibroblasts or smooth muscle cells. However, the expression of Myh11 was nearly lost in intestinal resident myofibroblasts encountered with DSS-induced tissue damage at A+D-d7 and A+D-d10 (Supplementary Fig. 6b), which is considered the best time frame to label ISMCs specifically. Therefore, we injected tamoxifen to label ISMCs at day 6 and day 7 of the DSS feeding week, respectively, in the early phase of CAC (Fig. 4a). Through this lineage-tracing strategy, in addition to ISMCs, almost no GFP^+^ labeled cells were detected in intestinal mucosa epithelium 36 hours after the beginning of tamoxifen induction at A+D-d7 (Fig. 4b). However, with the progression of colitis, a significant population of GFP^+^ labeled cells potentially derived from smooth muscle were observed in the intestinal mucosa epithelium at A+D-d10, which were present persistently throughout wound healing at the early stage of CAC (A+D-d21) and even in CAC (A+D-d63, Fig. 4b).

**Fig. 4:**
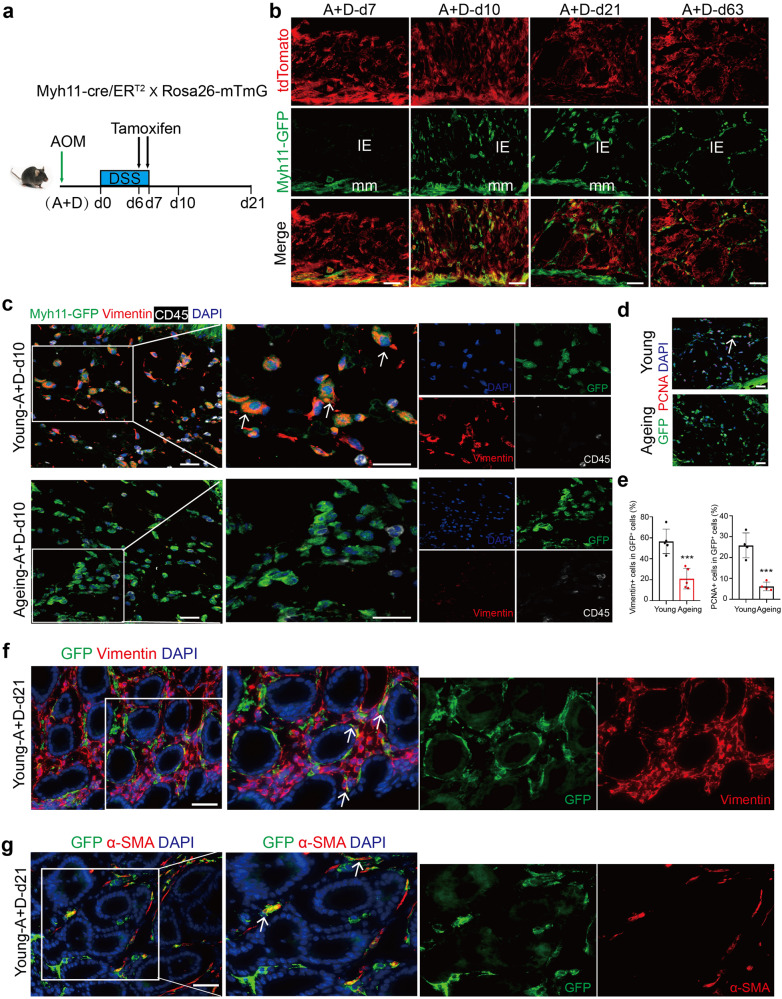
ISMCs transform into fibroblasts orchestrating intestinal wound healing and CAC in young mice. **a** Schematic overview of the tamoxifen induction to label ISMCs during the early phase of the CAC model. **b** After the two continuous days of tamoxifen (3 mg/day) induction starting from A+D-d6, we detected the labeled cells derived from ISMCs (Green) and the total cells (tdTomato, red) in colon tissues at A+D-d7, A+D-d10, A+D-d21 and A+D-d63. Scale bars, 50 μm. **c** Detection of the GFP, Vimentin and CD45 around muscularis mucosa at A+D-d10 in young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 20 μm. **d** Detection of the GFP and PCNA around muscularis mucosa at A+D-d10 in young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 20 μm. **e** The ratio of Vimentin^+^ cells in GFP^+^ labeled cells around muscularis mucosa at A+D-d10 in young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice. Young, *n* = 5; Ageing, *n* = 5; Data are mean ± SD. At the same time, the ratio of PCNA^+^ cells in GFP^+^ labeled cells around muscularis mucosa was also detected, *n* = 4. Data are mean ± SD. **f** Detection of the GFP and Vimentin in the early stage of CAC at A+D-d21 in young Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 50 μm. **g** Detection of the GFP and α-SMA in the early stage of CAC at A+D-d21 in young Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 50 μm

With the same lineage-tracing strategy in young mice (Fig. 4a), a population of GFP^+^ labeled cells was also observed in the intestinal microenvironment of ageing Myh11-cre/ER^T2^; mTmG mice at A+D-d10 and these cells lost smooth muscle cell marker α-SMA which were similar to that in young mice (Supplementary Fig. 6c, d). However, nearly 60% of the labeled cells around the muscularis mucosa and labeled cells in the intestinal mucosa epithelium became Vimentin^+^ fibroblasts only in young mice but not in ageing mice (Fig. 4c–e and Supplementary Fig. 6e). Besides, proliferating labeled cells around the muscularis mucosa were observed only in young mice at A+D-d10, but not in ageing mice (Fig. 4d, e). Meanwhile, the labeled Vimentin^+^ fibroblasts and α-SMA^+^ activated fibroblasts were also observed in precancerous tissue at A+D-d21 in young mice (Fig. 4f, g). These data suggest that the fibroblasts newly transformed from ISMCs might be a potential source of fibroblasts involved in intestinal wound healing and CAC initiation seen in young mice. However, this transformation was significantly reduced during intestinal wound healing in ageing mice.

To further confirm the transformation of ISMCs into fibroblasts in ex-vivo experiments, we isolate and culture colonic muscle layer tissue from young and ageing mice. By nearly day 7 and day 14, we can observe proliferating fibroblasts-like cells around muscle layer tissue only in young mice, but not the typical non-fibroblasts-like cells in ageing mice, which is identified by Vimentin and PCNA IF staining (Fig. 5a–c). Then we collected emigrated cells derived from smooth muscle (SDCs) of young and ageing mice to coculture with colonic crypts. More colonic organoids were observed in crypts coculture with SDCs from young mice, compared to the same number of colonic crypts cultured alone or cocultured with SDCs from ageing mice (Fig. 5d, e). Similar to the well-known and crucial role of fibroblasts in tissue stem cell maintaining and self-renewal,^24,27–29^ these data indicate that the fibroblasts derived from ISMCs could also take effect on colonic organoids growth.

**Fig. 5:**
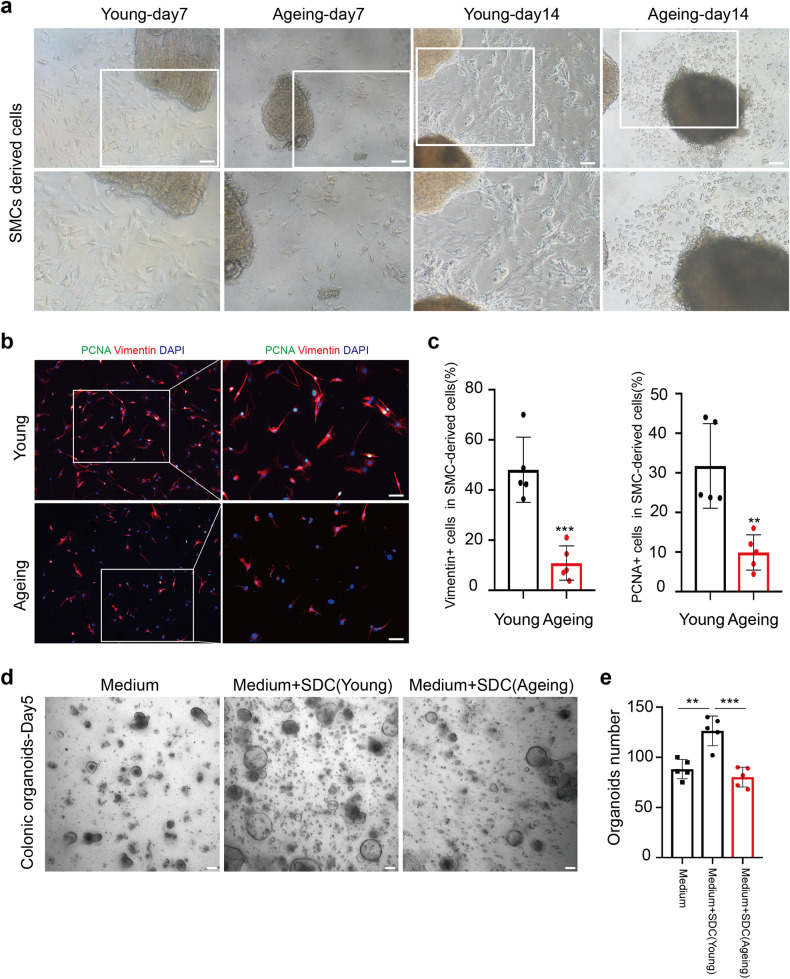
Ageing reduces fibroblasts derived from the ex-vivo culture of the muscular layer. **a** SMCs derived cells (SDCs) from the muscular layer of young and ageing mice at day 7 and day 14. Scale bars, 100 μm. **b** Detection of Vimentin, PCNA and DAPI of SDCs from the muscular layer of young and ageing mice at day 14. Scale bars, 50 μm. **c** The ratio of Vimentin^+^ cells and PCNA^+^ cells in SDCs from the young and ageing muscular layer. *n* = 5 for each group, Data are mean ± SD. **d**, **e** Intestinal organoids derived from 400 crypts cultured alone or 400 crypts cocultured with 10000 SDCs from young or ageing mice, organoids number was measured at day 5, *n* = 5 for each group, mean ± SD. Scale bars, 100 μm

### Ageing reduces activation of YAP/TAZ in ISMCs during intestinal wound healing

Given the critical role of transcriptional co-activators YAP/TAZ in cell fate determination,^30^ we speculated that the YAP/TAZ might play an important role in the transformation of ISMCs into fibroblasts. Therefore, we dynamically detected the expression of YAP/TAZ during the early phase of CAC in young and ageing mice. Compared to its low expression in ISMCs under homeostatic conditions, activation of YAP/TAZ and nuclear location in ISMCs during intestinal wound healing at A+D-d10 were evident in young mice but not in ageing mice (Fig. 6a–c). At the same time, the ratio of YAP-positive smooth muscle cells in total ISMCs was positively correlated with the number of fibroblasts around ISMCs at A+D-d10 (Fig. 6d, e). Activation of YAP/TAZ in the young colonic muscle layer at A+D-d10 was also confirmed by IHC and Q-PCR assays (Fig. 6f, g and Supplementary Fig. 7a). After the wound healing, expression of YAP in ISMCs returned to the normal level at A+D-d21 in young mice (Fig. 6a). All these data indicate that transiently activated YAP/TAZ in ISMCs during intestinal wound healing seen in young mice may play an important role in the transformation of ISMCs into fibroblasts.

**Fig. 6:**
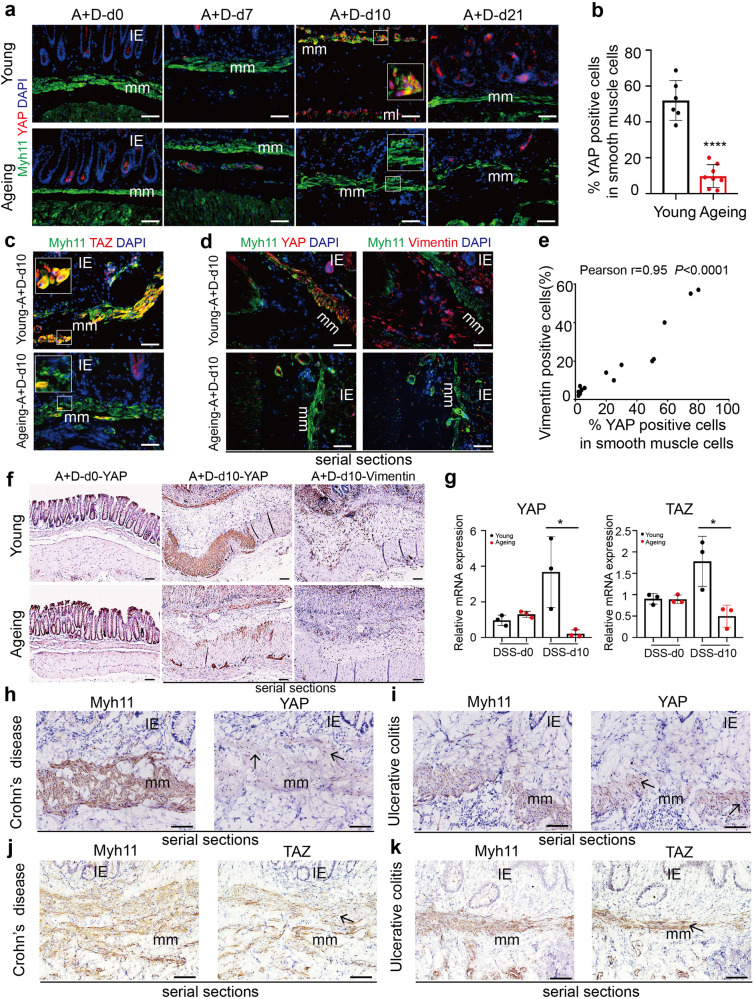
Detection of YAP/TAZ in ISMCs during murine intestinal wound healing and in IBD patients. **a** Detection of the Myh11 and YAP in ISMCs in homeostasis or during the early phase of CAC model in young and ageing mice. Scale bars, 50 μm. **b** The ratio of YAP-positive cells in muscularis mucosa at A+D-d10 in young and ageing mice. Young, *n* = 6; Ageing, *n* = 8; Data are mean ± SD. **c** Detection of the Myh11 and TAZ in ISMCs at A+D-d10 in young and ageing mice. Scale bars, 50 μm. **d** Serial sections detection of YAP, Vimentin and Myh11 around muscularis mucosa at A+D-d10 in young and ageing mice. Scale bars, 50 μm. **e** Pearson’s correlation between the ratio of YAP-positive cells in muscularis mucosa and the ratio of Vimentin^+^ fibroblasts in stromal cells around the muscularis mucosa at A+D-d10. Pearson r = 0.95, *P* < 0.0001, *n* = 15. **f** Immunohistochemical staining of YAP and Vimentin at A+D-d0 and A+D-d10. Scale bars, 50 μm. **g** Relative mRNA expression of YAP and TAZ in the muscular layer of young and ageing mice at DSS-d0 and DSS-d10, *n* = 3 for each group, Data are mean ± SD. **h** Serial sections immunohistochemical staining of Myh11 and YAP in Crohn’s disease patients. Scale bars, 50 μm. **i** Serial sections immunohistochemical staining of Myh11 and YAP in ulcerative colitis patients. Scale bars, 50 μm. **j** Serial sections immunohistochemical staining of Myh11 and TAZ in Crohn’s disease patients. Scale bars, 50 μm. **k** Serial sections immunohistochemical staining of Myh11 and TAZ in ulcerative colitis patients. Scale bars, 50 μm

Similarly, in contrast to young mice, reduced activation of YAP/TAZ in ISMCs and reduced fibroblasts in ageing and advanced-age intestinal microenvironment were also observed in DSS-induced acute murine colitis (Supplementary Fig. 7b–e). To explore the relevance of YAP/TAZ activation seen in the murine colitis model, the human samples of three IBD patients were tested, and the activation of YAP/TAZ in ISMCs was also observed (Fig. 6h–k and Supplementary Fig. 7f). Thus, the activation of YAP/TAZ may be a common mechanism for the ISMCs responding to both mice and human intestinal inflammatory diseases.

### YAP/TAZ is required for ISMCs to transform into fibroblasts during intestinal wound healing

To further demonstrate the role of activated YAP/TAZ in the transformation of ISMCs into fibroblasts during intestinal wound healing, we used Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ (cDKO) mice to conditionally knockdown YAP/TAZ only in SMCs (Fig. 7a). Two weeks after the tamoxifen induction, knockdown of YAP/TAZ in ISMCs did not affect normal tissue structure and resident fibroblasts on homeostasis (Supplementary Fig. 8a). However, the knockdown of YAP/TAZ in ISMCs led to significantly reduced fibroblasts derived from colonic muscle layer tissue in ex-vivo culture experiments. By nearly day 7 and day 14, we can observe proliferating fibroblasts-like cells around muscle layer tissue culture only from normal young mice, but not the non-fibroblasts-like cells observed from cDKO mice, which is also identified by Vimentin and PCNA IF staining (Fig. 7b–d and Supplementary Fig. 8e, f). Then we collected emigrated cells derived from smooth muscle (SDCs) of young and cDKO mice to coculture with colonic crypts. More colonic organoids were observed in crypts coculture with SDCs from young mice, compared to the same number of colonic crypts cultured alone or cocultured with SDCs from cDKO mice (Supplementary Fig. 8g, h). At the same time, we tried to activate YAP/TAZ in the ageing muscle layer during ex-vivo culture. Compared to untreated ageing-control, non-fibroblasts-like cells derived from the muscular layer were nearly not observed in the ageing muscular layer treated with YAP/TAZ activator (Supplementary Fig. 8i), which means recovery of YAP/TAZ in ageing smooth muscle may help to maintain ISMCs-fibroblasts transformation. Similar to the ex-vivo phenomenon, upon DSS-induced tissue damage in vivo, the knockdown of YAP/TAZ in ISMCs also led to significantly reduced fibroblasts in the intestinal microenvironment at A+D-d10 (Fig. 7e, f). Simultaneously, decreased re-epithelization during intestinal wound healing and higher mortality rates were observed in cDKO mice (Fig. 7g, h). Furthermore, decreased initiation of CAC in the rest of the survived cDKO mice was also observed (Fig. 7i–m and Supplementary Fig. 8b–d). All of these indicate that YAP/TAZ activation in ISMCs is required for their transformation into fibroblasts during intestinal wound healing, and conditional knockdown of YAP/TAZ in ISMCs leads to decreased tissue re-epithelization and simultaneously decreased CAC initiation.

**Fig. 7:**
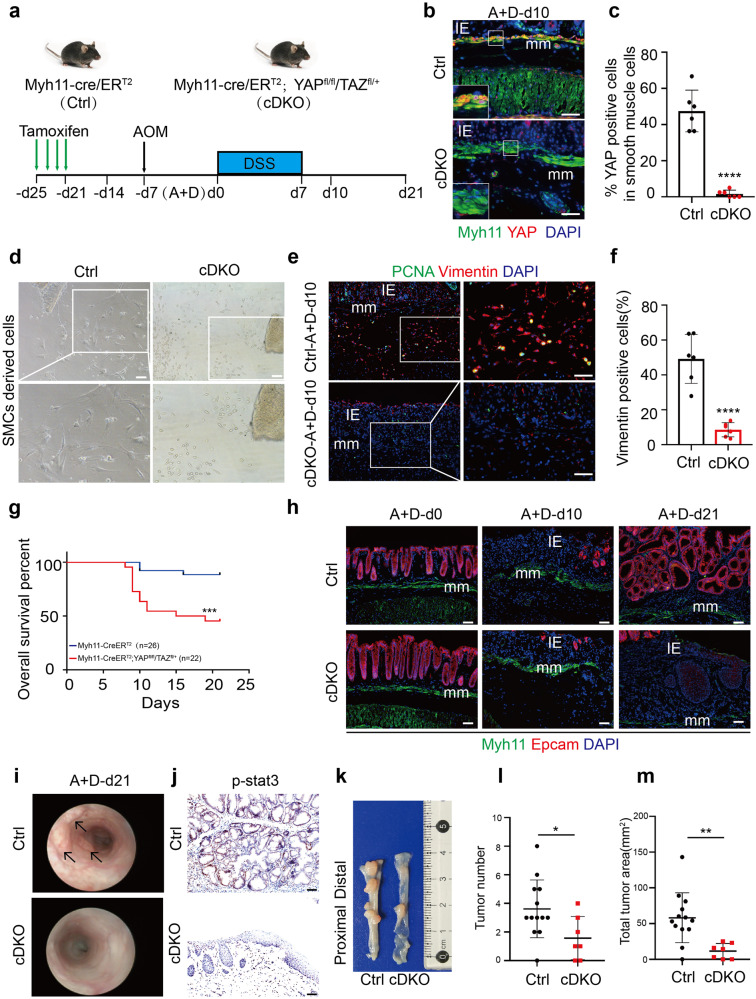
YAP/TAZ is required for ISMCs to transform into fibroblasts during intestinal wound healing. **a** Schematic overview of the tamoxifen induction to conditionally knockdown YAP/TAZ in ISMCs during the early phase of the CAC model. **b** Detection of Myh11 and YAP in ISMCs of muscularis mucosa at A+D-d10 in Myh11-cre/ER^T2^(Ctrl) and Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ (cDKO) mice. Scale bars, 50 μm. **c** The ratio of YAP-positive cells in muscularis mucosae at A+D-d10 in Ctrl and cDKO mice. *n* = 6, Data are mean ± SD. **d** SMCs-derived cells (SDCs) from the muscular layer of Ctrl and cDKO mice. Scale bars, 100 μm. **e** Detection of Vimentin and PCNA in the colon tissues of Ctrl and cDKO mice at A+D-d10. Scale bars, 50 μm. **f** The ratio of Vimentin^+^ fibroblasts in intestinal stromal microenvironment at A+D-d10 in Ctrl and cDKO mice. *n* = 6, mean ± SD. **g** Survival analysis of cDKO mice (red line; *n* = 22) compared to that of Ctrl mice (blue line; *n* = 26; *P* < 0.001 by log-rank test) during the early phase of the CAC model. **h** Immunofluorescence images of the temporal re-epithelialization process that occurs during the early phase of the CAC model in Ctrl and cDKO mice. Sections are immunolabeled for Epcam and Myh11. Scale bars, 50 μm. **i** High-resolution endoscopic images of the colon at A+D-d21 in Ctrl and cDKO mice. **j** Immunohistochemical staining of p-stat3 in colon tissues at A+D-d21 in Ctrl and cDKO mice. Scale bars, 50 μm. **k** Representative macroscopic images of CAC in Ctrl and survival cDKO mice at A+D-d63. **l** Tumor number per colon was measured at A+D-d63. Ctrl, *n* = 12; cDKO, *n* = 7, *P* < 0.05. Data are mean ± SD. **m** Tumor area per colon was measured at A+D-d63. Ctrl, *n* = 12; cDKO, *n* = 7, *P* < 0.01. Data are mean ± SD

## Discussion

The incidence of the major types of cancer increases exponentially with ageing (middle-aged stage), but the age-related patterns of cancer incidence are not straightforward.^11^ For example, CRC shows a trend of increased incidence in the younger population,^1^ and the incidence of major types of cancer levels off or begins to decline at an advanced age, which means ageing may also play unfavorable roles in spontaneous cancer. While it is known that accumulated mutations with ageing, especially in epithelium stem cells, provide seeds for cancer formation,^31,32^ tissue microenvironment also plays important roles in tumor initiation and development.^33^ Here, we observed for the first time that reduced fibroblasts potentially transformed from ISMCs in ageing intestinal stromal microenvironment significantly decrease intestinal wound healing and simultaneously decrease initiation of murine CAC (Fig. 8), although ageing does not affect sporadic CRC under non-inflammatory conditions (Supplementary Fig. S3). These results indicate that although ageing could provide seeds (epithelial cells with accumulated mutations) for CRC, the soil (like reduced fibroblasts in our study) in the ageing intestinal stromal microenvironment may lose the ability to breed these seeds in some inflammation-driven CRC. This phenomenon is also likely to provide some insights into the trend of CRC in the younger population and the fact that the majority of the elderly population, after all, live without CRC.

**Fig. 8:**
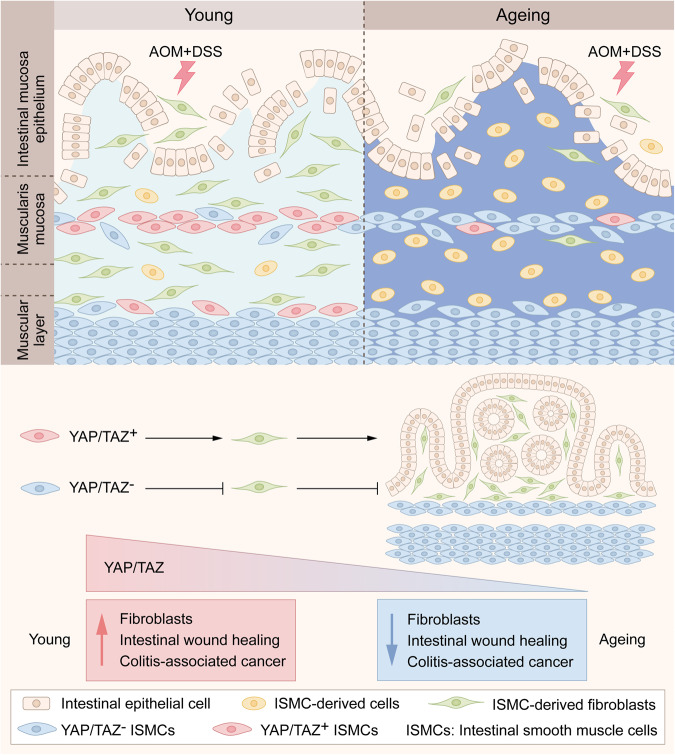
A schematic model of this study. Reduced YAP/TAZ-dependent transformation of intestinal smooth muscle cells (ISMCs) into fibroblasts potentially decreases intestinal wound healing and colitis-associated cancer (CAC) initiation in ageing mice

Fibroblasts are important stromal cells in the tissue microenvironment, which orchestrate tissue repair,^4^ stem cell maintaining and self-renewal,^24,27–29^ and nearly all stages of cancer progression.^34,35^ Abundance of cancer-associated fibroblasts (CAFs) is associated with poor outcomes in cancer patients, especially in CRC.^36^ In our study, we observed that fibroblasts were significantly reduced in the ageing intestinal microenvironment during intestinal wound healing, accompanied by the dysregulated extracellular matrix, decreased tissue re-epithelization and decreased CAC initiation. The heterogeneity and origin of fibroblasts pose a big challenge for the treatment of IBD and CRC.^26,37,38^ Fibroblasts in CRC are generally considered to be derived from resident fibroblasts and stromal cells or from epithelial and endothelial cells via transdifferentiation.^25^Through lineage tracing, one study recently found that Lepr^+^ stromal cells are an important source of fibroblasts during colitis-associated cancer, but epithelial or bone marrow-derived α-SMA^+^ stromal cells do not play important roles in providing fibroblasts in CAC.^39^ Here, we identified a potential source of fibroblasts transformed from intestinal smooth muscle cells (ISMCs) orchestrating intestinal wound healing and CAC in young mice. Reduced transformation of ISMCs into fibroblasts could significantly decrease intestinal wound healing and CAC initiation in ageing mice.

In mammals, in response to tissue injury, the plasticity of tissue mature cells plays an important role in tissue regeneration in many organs, mainly including skin, intestine, lung, nervous system, liver, and pancreas.^40^ However, the plasticity of ISMCs upon intestinal tissue damage in colitis and CAC remains largely unclear before. Even though Joshua T. Mendell has ever used an unconditionally induced lineage-tracing system (Myh11-Cre/eGFP; mTmG) to observe the plasticity of ISMCs in a murine model of acute colitis, this unconditional tracing system could not strictly exclude the labeled cells from the resident Myh11^+^ Myofibroblasts or other cells derived from ISMCs before the colitis experiments.^41^ In our present study, we chose a conditional lineage-tracing system (Myh11-cre/ER^T2^; mTmG) for specifically tracing the newly transformed fibroblasts during intestinal wound healing instead and further confirmed this transformation during intestinal wound healing and found that these fibroblasts could also exist in the early phase of CAC. Of note, given the lack of a specific maker to identify smooth muscle cells and tissue-resident myofibroblasts, our lineage-tracing strategy could not be perfect. It is also difficult for us to perfectly exclude the possibility that remaining rare tissue-resident myh11^+^ myofibroblasts could be labeled at DSS-d7 and contribute to repopulating the fibroblasts during intestinal wound healing. But given the additional results in the ex-vivo system, we believe that the transformation of ISMCs into fibroblasts potentially plays a role in intestinal wound healing. Taken together, we believe our in vivo conditional lineage study and ex-vivo smooth muscle tissue study together move a solid step to explore smooth muscle cells in inflammatory bowel diseases.

Mechanistically, our work reveals that the activation of YAP/TAZ in ISMCs is required for the transformation of ISMCs into fibroblasts. YAP/TAZ are two transcriptional co-activators downstream of the Hippo pathway, which plays an important role in cell plasticity and cell fate determination during animal development and tissue regeneration.^20^ For example, the transient expression of exogenous YAP/TAZ in primary differentiated mouse cells can induce their conversion to a tissue-specific stem or progenitor cell state in the mammary gland, neuronal, and pancreatic exocrine cells.^42^ Upon tissue damage, YAP/TAZ-induced dedifferentiation or transdifferentiation of tissue mature cells was observed in mature colonic epithelium, hepatocytes, lung secretory cells, and basal epithelial cells of the skin, and the deletion of YAP/TAZ in these cells leads to the delayed wound healing and impaired tissue regeneration.^20,43–45^ The relationship between YAP/TAZ and smooth muscle cells is usually reported in vascular smooth muscle cells (VSMCs). YAP plays an important role in VSMC phenotypic switch process, especially in regulating VSMCs to fibroblast-like cells during vascular injury and neointima formation.^46,47^ However, the role of YAP/TAZ in the cell plasticity of ISMCs during intestinal wound healing still remains unknown. Here, we found the activation of YAP/TAZ in ISMCs during intestinal wound healing in mice for the first time. Our study further showed that the conditional knockdown of YAP/TAZ in ISMCs of young mice led to reduced fibroblasts in response to DSS-induced intestinal damage, which in turn decreased both intestinal wound healing and simultaneous CAC initiation. Altogether, this work not only reveals the plasticity of ISMCs during intestinal wound healing but also enriches the important role of YAP/TAZ in cell fate and plasticity in ISMCs.

With ageing, we found the transformation of ISMCs into fibroblasts during intestinal wound healing was significantly reduced, accompanied by decreased wound healing and decreased CAC initiation. Mechanistically, the reduction of YAP/TAZ activation in ISMCs during intestinal wound healing was observed in ageing (~14 months) and advanced-age (~25 months) mice. As a recent study shown by Sladitschek-Martens et al., declining YAP/TAZ activation was also observed in stromal cells during physiological ageing, orchestrating the ageing process.^48^ However, the mechanism underlying how ageing impairs the activation of YAP/TAZ in ISMCs and other stromal cells is still unclear, which is worthy of being explored in future studies. Besides, higher mortality associated with colitis was observed in the advanced-age group mice compared to that in the young and ageing mice. Given the discovery of the degeneration of intestinal stem cells in the small intestine and immune systems in advanced-age mice,^15,49^ we speculated that except the reduced fibroblasts transformed from ISMCs, the more severe degenerations in the immune system, colon stem cell, or other factors in advanced-age mice might lead to the higher mortality associated with colitis cooperatively. This phenomenon also reveals that although the ageing body is more suitable for cancer research, it is very important to consider the feasibility of experimental models in an ageing body. Besides, although the number of immune cells present after DSS-induced tissue damage seems similar between young and ageing mice in Supplementary Fig. S4, it is unwise to exclude them from the underlying mechanism in our study. For example, the function of young and ageing immune cells may be different during intestinal wound healing, which also needs more attention in the future study.

To establish the relevance of animal findings mainly observed in murine acute colitis and CAC models with humans, we further detected the activation of YAP/TAZ in ISMCs in clinical samples of IBD. Given the infeasibility of obtaining acute colitis samples of humans and the fact that only 15–20% of restrictedly diagnosed IBD patients are diagnosed after 60 years old,^50^ we only can confirm that the activation of YAP/TAZ in ISMCs exists in IBD patients. However, whether ageing leads to reduced expression of YAP/TAZ in ISMCs during intestinal wound healing in old people needs to be investigated in further clinical studies.

In conclusion, our work demonstrates that reduced fibroblasts in an ageing intestinal stromal microenvironment could impair intestinal wound healing and inflammation-driven CRC. Therefore, more attention should be focused on the change of intestinal stromal microenvironment with ageing to explore the relationship between ageing and inflammation-driven cancer. Additionally, our work also identifies a potential source of fibroblasts orchestrating intestinal wound healing and CAC initiation. Our novel findings may offer a new perspective to understand the mechanism of wound healing and inflammation-driven CRC in relation to the intestinal stromal microenvironment.

## Materials and methods

### Mice

Young (~3 months, ~25 g) male C57BL6/J mice were obtained from Charles River and bred until ~14 months and ~25 months as ageing and advanced-age mice, respectively. Only active ageing mice with a healthy weight (30–40 g) were enrolled in our study. Lgr5-EGFP-IRES-cre/ER^T2^; Myh11-cre/ER^T2^; Rosa26-mTmG; YAP-flox/TAZ-flox mice were obtained from the Jackson Laboratory and maintained on a C57BL6/J background. We crossed Myh11-cre/ER^T2^ and Rosa26-mTmG to obtain Myh11-cre/ER^T2^; Rosa26-mTmG mice for lineage-tracing experiments and then crossed Myh11-cre/ER^T2^ and YAP-flox/TAZ-flox mice to obtain Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ mice for conditional knockdown of YAP/TAZ in intestinal smooth muscle cells. All mice were housed under the same pathogen-free conditions in the animal facilities at West China Hospital (Chengdu, China) in compliance with animal care and relevant ethical regulation (20211485A).

### Murine sporadic colorectal cancer model

We administered AOM (10 mg per kg body weight, MilliporeSigma) intraperitoneal injection once a week for 6 weeks continuously in young (~3 months) and ageing (~14 months) mice. Through in vivo coloscopy system, we monitor the development of AOM-induced sporadic CRC dynamically at 15 and 25 weeks after the first injection of AOM. All the mice were sacrificed 25 weeks after the first injection of AOM. AOM-induced sporadic CRC usually occurs in the distal part of the colon and resembles the location of CRC at the distal colon and rectum in humans.

### DSS-induced murine experimental acute colitis

We used young (~3 months), ageing (~14 months) and advanced-age (~25 months) mice to establish a DSS-induced acute colitis model. We feed 2% Dextran Sodium Sulfate (DSS) (MP Biomedicals, Cat# 160110) in drinking water for 7 days, followed by normal water for 14 days. Continuous administration of DSS for up to 7 days (from DSS-d0 to DSS-d7) typically induces damage and ulceration in the colonic mucosa. The body weight during this model was measured dynamically. Details of this model and the scoring system for inflammation-associated histological changes in the colon have been described previously by Wirtz et al.^51^. (Score 0, none epithelial damage and infrequent inflammatory cell infiltration; Score 1–2, isolated focal epithelial and increased inflammatory cell infiltration; Score 3–4, mucosal erosions, ulcerations and submucosal presence of inflammatory cells; Score 5–6, extensive damage deep into the bowel wall and transmural cell infiltrations; Experimenters were blind during score data collection and analysis.)

### Murine colitis-associated cancer (CAC) model

We administered an intraperitoneal injection of AOM (10 mg per kg body weight) in young (~3 months) and ageing (~14 months) mice. One week later, we fed mice with 2% DSS (MP Biomedicals, Cat# 160110) in drinking water for 7 days, followed by normal water for 14 days, which is regarded as one cycle of colitis, including tissue repair and wound healing. After the first cycle of colitis, the precancerous lesions of CAC began to appear. To promote cancer development quickly, another two cycles of DSS-induced colitis were administered continuously. AOM/DSS-induced CRC usually occurs in the distal part of the colon. Details of this model have been described previously by Neufert et al.^19^.

### Human tissue samples

Three IBD tissue samples, including two ulcerative colitis samples and one Crohn’s disease sample, were collected at the West China Hospital (Chengdu, China). IBD tissue samples were fixed with 4% PFA for 24–48 hours at 4 °C. Then these tissues were dehydrated in 30% sucrose for 4 hours at 4 °C and subsequently embedded in OCT for frozen sections. The procedures of human tissue samples were approved by the Ethics Committee of the West China Hospital.

### Coloscopy and endoscopic colitis score

We used the in vivo coloscopy system (Mainz COLOVIEW® system, KARL STORZ) to monitor the development of DSS-induced colitis and AOM/DSS-induced CAC. Isoflurane (RWD Life Science, Cat# R510-22) was used for the anesthesia of mice. Endoscopic colitis score of the acute colitis model in young and ageing mice was blindly assessed using the murine endoscopic index of colitis severity (MEICS), which includes thickening of the colon, changes of the vascular pattern, fibrin visibility, granularity of the mucosal surface, and stool consistency.^52^

### Intestinal organoid

The colon was flushed gently, opened longitudinally, and then cut into 2 mm pieces. Gentle cell dissociation reagent (Stem cell, Cat# 07174, Canada) was used to isolate colonic crypts by incubating for 20 minutes at room temperature (15–25 °C). Crypt fractions were purified through successive centrifugation steps. Then the same volume of complete IntestiCult^TM^ organoid growth medium (Stemcell, Cat# 06005, Canada) and undiluted Matrigel (Corning, Cat# 356231) were added to culture intestinal organoid. Details of this model have been described previously by Sato T et al.^53^.

### Isolation and primary culture of colonic muscle layer tissue

The colonic muscular layer was isolated and cultured from young and ageing mice in homeostasis. Briefly, mice were sacrificed by cervical dislocation. The colon was removed, and the muscular layer was carefully peeled away with the help of the stereoscopic microscope. The muscular layer was thoroughly washed with sterile 5% penicillin-streptomycin in PBS for 30 minutes. After washing, we use sterilized scissors and tweezers to cut the muscle layer into 2 mm^2^ tissue pieces and culture tissue pieces into a 24-well plate. Then, 100 µl of DMEM medium containing 10% FBS and 5% penicillin-streptomycin was added to each well. After 3 hours, each well was supplemented with 2 ml of DMEM medium containing 10% FBS and 5% penicillin-streptomycin. For subsequent immunofluorescence staining, sterile 24-well plate slides were plated in 24-well plates before the tissue pieces were plated into 24-well plates. Usually, until nearly day 7, some fibroblast-like cells could be observed around some muscular layer tissues from young mice.

### Histochemistry and immunofluorescent staining

Colon tissues of mice were fixed with 4% PFA for 16–24 hours at 4 °C. The tissues were then dehydrated in 30% sucrose for 4 hours at 4 °C and subsequently embedded in optimum cutting temperature (OCT, Leica) compound and snap frozen. Then, 5-μm sections were prepared using a freezing microtome (Leica CM 1950). Cryosections were washed with PBS and incubated in a blocking buffer. Subsequently, the cryosections were incubated at 4 °C with the primary antibody overnight. For histochemistry staining, a DAB kit (Maixin, Fuzhou, China, Cat# DAB-0031) was used to detect the positive cells after incubation with the suitable secondary antibodies; then the cryosections were mounted with hematoxylin stain (Beyotime, China, Cat#C0105). For immunofluorescent staining, the cryosections were incubated with Alexa Fluor 488, Alexa Fluor 555, and Alexa Fluor 647 conjugated secondary antibodies (Thermo Fisher). The cryosections were mounted with a DAPI-containing medium (Beyotime, China, Cat# C1005). Fluroshield mounting medium (Abcam, Cat# ab104135) was used to preserve fluorescence when imaging tissues. Images were captured with the BX53 light microscope (OLYMPUS) and N-STORM&A1 confocal microscopes (Nikon). All of the antibodies used in this study are listed below. Antibodies were validated as protocol from the manufacturer’s website. Negative control and blank control were used to ensure the specificity of antibodies.

Primary antibodies used include: Rabbit antibody to Ki67 (clone SP6, Abcam, Cat# ab16667; RRID: AB_302459); Chicken antibody to GFP (Abcam, Cat# ab13970; RRID: AB_300798); Rabbit antibody to α-SMA (Abcam, Cat# ab5694; RRID: AB_2223021)；Mouse antibody to Myh11 (clone 1G12, Abcam, Cat# ab683; RRID: AB_2235569); Rabbit antibody to Epcam (Abcam, Cat# ab71916; RRID: AB_1603782); Mouse antibody to Stat3 (clone 124H6, Cell Signaling Technology, Cat# 9139; RRID: AB_331757); Rabbit antibody to p-Stat3 (clone D3A7, Cell Signaling Technology, Cat# 9145; RRID: AB_2491009); Rat antibody to CD45 (clone 30-F11, Cell Signaling Technology, Cat# 55307); Rabbit antibody to Laminin (Abcam, Cat# ab11575; RRID: AB_298179); Rabbit antibody to Collagen IV (Abcam, Cat# ab6586; RRID: AB_305584)；Rabbit antibody to Vimentin (clone D21H3, Cell Signaling Technology, Cat# 5741; RRID: AB_10695459); Mouse antibody to PCNA (Cell Signaling Technology, Cat# 2586; RRID: AB_2160343); Rabbit antibody to CD31 (Servicebio, Cat# GB11063-3); Rabbit antibody to Cleaved-Caspase3 (clone 5A1E, Cell Signaling Technology, Cat# 9664; RRID: AB_2070042); Rabbit antibody to YAP (clone D8H1X, Cell Signaling Technology, Cat# 14074; RRID: AB_2650491); Rabbit antibody to TAZ (Abcam, Cat#ab84927).

Secondary antibodies used included: Alexa Fluor 488 Goat anti-Rabbit IgG (H+L, Thermo Fisher Scientific, Cat# A-11034; RRID: AB_2576217); Alexa Fluor 555 Goat anti-Rabbit IgG (H+L, Thermo Fisher Scientific, Cat# A-21428; RRID: AB_141784); Alexa Fluor 488 Goat anti-Mouse IgG (H+L, Thermo Fisher Scientific, Cat# A-11001; RRID: AB_2534069); Alexa Fluor 568 Goat anti-Mouse IgG (H+L, Thermo Fisher Scientific, Cat# A-11004; RRID: AB_2534072); Alexa Fluor 488 Goat anti-Chicken IgY (H+L, Thermo Fisher Scientific, Cat# A-11039, RRID: AB_142924); Alexa Fluor 647 Goat anti-Rat IgG (H+L, Thermo Fisher Scientific, Cat# A-21247; RRID: AB_141778); Goat anti-rabbit IHC staining Kit (Zsbio, Cat# SP9001); Goat anti-mouse IHC staining Kit (Zsbio, Cat# SP9002);

### RNA-seq and analysis

Total RNA was extracted from colon tissues using Trizol reagent (Invitrogen, USA). The concentration of total RNA was quantified using the NanoDrop ND‐2000 (Thermo Scientific, MA, USA), and RNA integrity was assessed using the Agilent Bioanalyser 2100 (Agilent Technologies, Palo Alto, California, USA). Sample labeling, microarray hybridization, and washing were performed by the Shanghai OE Biotech Co., Ltd. (Shanghai, China). The threshold set for upregulated and downregulated genes was a fold change ≥ 2.0 and an unadjusted *P-*value ≤ 0.05. Three biological replicates were included at each time point in the microarray analysis.

### Flow cytometry

Isolation and analysis of intestinal lamina propria cells were performed using the standard procedure.^54^ The colon tissues were sectioned and digested in pre-digestive buffer (HBSS containing 3% FBS, 5 mM EDTA and 1 mM DTT) at 37 °C for 25 minutes. Then colon tissues were digested in Digestive buffer (RPMI 1640 containing 3% FBS; 0.2% type-IV collagenase, Thermo Fisher Scientific, Cat# 17104019; 3 mg/ml Dispase II, MilliporeSigma, Cat# D4693; 0.025% Nuclease, Sino Biological, Cat# SSNP01) at 37 °C twice for total 50 minutes. Isolated lamina propria mononuclear cells were collected and performed on flow cytometric analysis. The inflammatory cells in the colonic tissues were detected using primary antibodies (Biolegend) against CD45, CD3, CD4, CD8, NK1.1, CD19, CD11b, F4/80, GR-1, Ly6G, CD11c, MHC2, and CD103. FSC-A and FSC-H were used to identify single cells. The gating strategy includes: T cells (CD45-APC, CD3-APC/CY7, CD4-FITC, CD8-PE/CY7); B cells (CD45-APC, CD19-PE); Macrophages (CD45-PE, F4/80-FITC, CD11b-Percp); MDSC (CD45-APC/CY7, Gr-1-PE/CY7, CD11b-PE); Neutrophil (CD45-APC/CY7, CD11b-PE, Ly6G-APC); DC cells (CD45-APC/CY7, MHC2-APC, CD11c-FITC, CD103-PE, CD11b-PE/CY7); NK cells (CD45-APC/CY7, NK1.1-APC). The flow cytometric analysis was conducted using the NovoCyte flow cytometer (ACEA Biosciences), and the data were analyzed with the NovoExpress software (ACEA Biosciences).

Primary antibodies (All were purchased from Biolegend) used include: Anti-CD45-APC,clone 30-F11 (Cat# 103112; RRID: AB_312977); Anti-CD45-PE,clone 30-F11 (Cat# 103106; RRID: AB_312971); Anti-CD45-APC/CY7,clone 30-F11 (Cat# 103116; RRID: AB_312981); Anti-CD3-APC/CY7,clone 17A2 (Cat# 100222; RRID: AB_2242784); Anti-CD4-FITC,clone GK1.5 (Cat# 100406; RRID: AB_312691); Anti-CD8a-PE/CY7,clone 53-6.7 (Cat# 100721; RRID: AB_312760); CD19-PE (Cat# 115508; RRID: AB_313643); Anti-NK1.1-APC, clone PK136 (Cat# 108709; RRID: AB_313396); Anti-F4/80-FITC, clone BM8 (Cat# 123108; RRID: AB_893502); Anti-CD11b-PE/CY7, clone M1/70 (Cat# 101216; RRID: AB_312799); Anti-CD11b-PE, clone M1/70 (Cat# 101208; RRID: AB_312791); Anti-GR-1-PE/CY7, clone RB6-8C5 (Cat# 108416; RRID: AB_313381); Anti-Ly6G-APC, clone 1A8 (Cat# 127613; RRID: AB_1877163); Anti-CD103-PE, clone 2E7 (Cat# 121405; RRID: AB_535948); Anti-MHCII-APC, clone M5/114.15.2 (Cat# 107613; RRID: AB_313328); Anti-CD11c-FITC, clone N418 (Cat# 117305; RRID: AB_313774);

### Lineage tracing of intestinal smooth muscle cells (ISMCs)

For labeling ISMCs, young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice were injected intraperitoneally with 3 mg tamoxifen (MilliporeSigma, Cat# T5648) dissolved in corn oil (Aladdin, Cat# C116023) per mouse once a day for two continuous days, starting from the sixth day of DSS feeding week in the first cycle of colitis in CAC model. GFP in ISMCs could be detected 36 hours after the beginning of tamoxifen induction.

### Conditional knockdown of YAP/TAZ in ISMCs

To conditionally knockdown YAP/TAZ in ISMCs, young Myh11-cre/ER^T2^ (Ctrl) and Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ mice was injected intraperitoneally with 2 mg tamoxifen (dissolved in corn oil) per mouse, once a day for four continuous days starting from 2 weeks before CAC model. We found inducible deletion of YAP/TAZ in Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/fl^ mice cause rapid and lethal colonic pseudo-obstruction, but Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ mice own long-term surviving without impaired intestinal motility and other obvious unhealthy conditions after tamoxifen treatment (*n* > 10, data not shown), same as another study have reported.^55^

### Statistical analysis

Statistical significance between the two groups was determined using the two-tailed Student’s *t*-test. The Pearson correlation analysis was performed to determine the correlation between the groups. Statistical analysis was performed with GraphPad Prism8 software. For all statistical tests, the 0.05 level of confidence was accepted as a significant difference, * means *P* < 0.05, ** means *P* < 0.01, *** means *P* < 0.001, **** means *P* < 0.0001.

### Supplementary information

Supplementary Materials

## Data Availability

All data needed to evaluate the conclusions in this paper are present in the paper and/or the Supplementary Material. RNA-seq data have been submitted to the NCBI-GEO under the accession number GEO: GSE143693. Additional data related to this paper may be requested from the authors.

# Supplementary material for: Reduced smooth muscle-fibroblasts transformation potentially decreases intestinal wound healing and colitis-associated cancer in ageing mice
**Source:** Signal Transduct Target Ther. 2023 Aug 9;8:294. doi: 10.1038/s41392-023-01554-w
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

**Reduced smooth muscle-fibroblasts transformation potentially decreases intestinal wound healing and colitis-associated cancer in ageing mice**

Yi Liu^1*^, Yanhong Ji^1*^, Ruiyi Jiang^1^, Chao Fang^2^, Gang Shi^1^, Lin Cheng^1^, Yinan Zuo^3^, Yixin Ye^1^, Xiaolan Su^1^, Junshu Li^1^, Huiling Wang^1^, Yuan Wang^1^, Yi Lin^1^, Lei Dai^1^, Shuang Zhang^4^, Hongxin Deng^1 #^

**This PDF file includes:**

Figures. S1 to S8

Figure. S1.

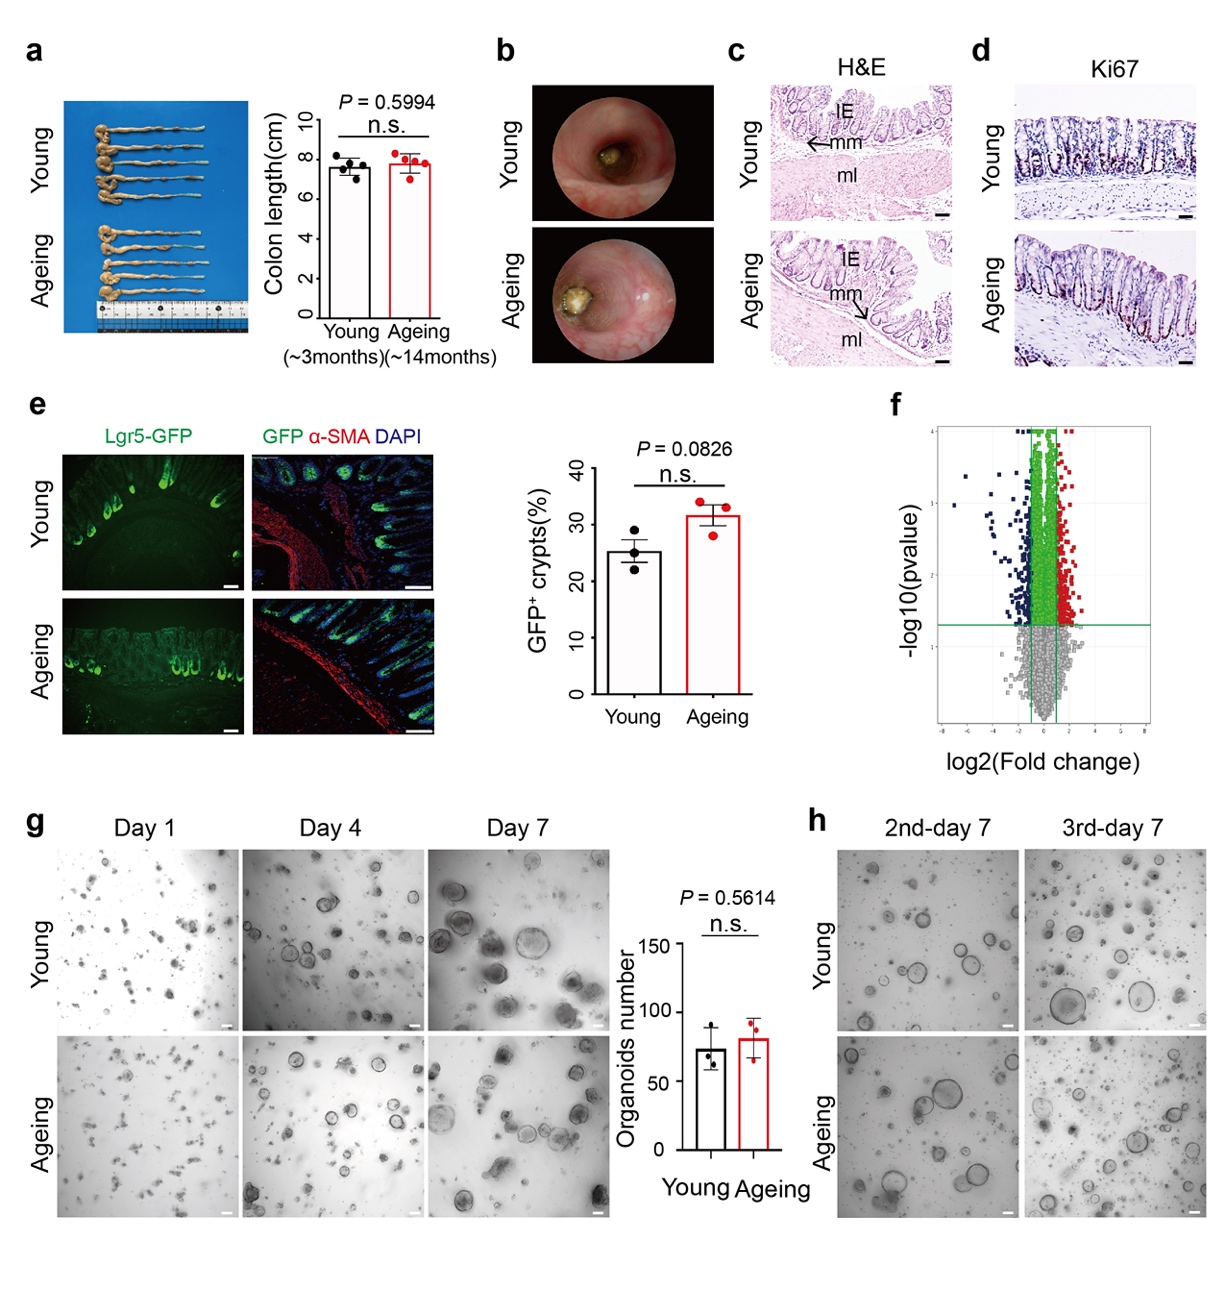

**Supplementary Fig. 1 Phenotypical characterization of homeostatic colon in young and ageing mice.** (**a**) The colon length of young and ageing mice in homeostasis. *n*=5, mean ± SD. (**b**) High resolution endoscopic images of young and ageing colon in homeostasis. (**c**) Representative images of H&E staining of young and ageing colon tissues in homeostasis. IE：intestinal mucosa epithelium, mm: muscularis mucosa, ml: muscular layer, these abbreviation apply to the whole study. Scale bars, 50 μm. (**d**) Immunohistochemical staining of Ki67 in homeostatic colon tissues of young and ageing mice. Scale bars, 50 μm. (**e**) Detection of Lgr5-GFP, GFP and α-SMA in colon tissues of young and ageing Lgr5-eGFP^+/-^ mice. The ratio of GFP^+^ crypts in colon tissues were measured. *n*=3, mean ± SD. Scale bars, 50 μm. (**f**) Volcano plot of RNA-seq data comparing whole transcripts of young and ageing colon tissues in homeostasis. 75 coding mRNA, 270 lncRNA and 45 cirRNA were differentially expressed by + 2-fold (*P* <0.05). Horizontal green line denotes *P*-value <0.05. Vertical green colored lines denote fold changes greater than ± 2 folds. *n*=3. (**g**) Intestinal organoids derived from 2000 crypts of young and ageing mice at day1，day4 and day7. Organoids number was measured at day7, *n*=3, mean ± SD. Scale bars, 100 μm. (**h**) Intestinal organoids derived from crypts of young and ageing mice at day7 of the second generation and third generation. Scale bars, 100 μm.

Figure. S2.

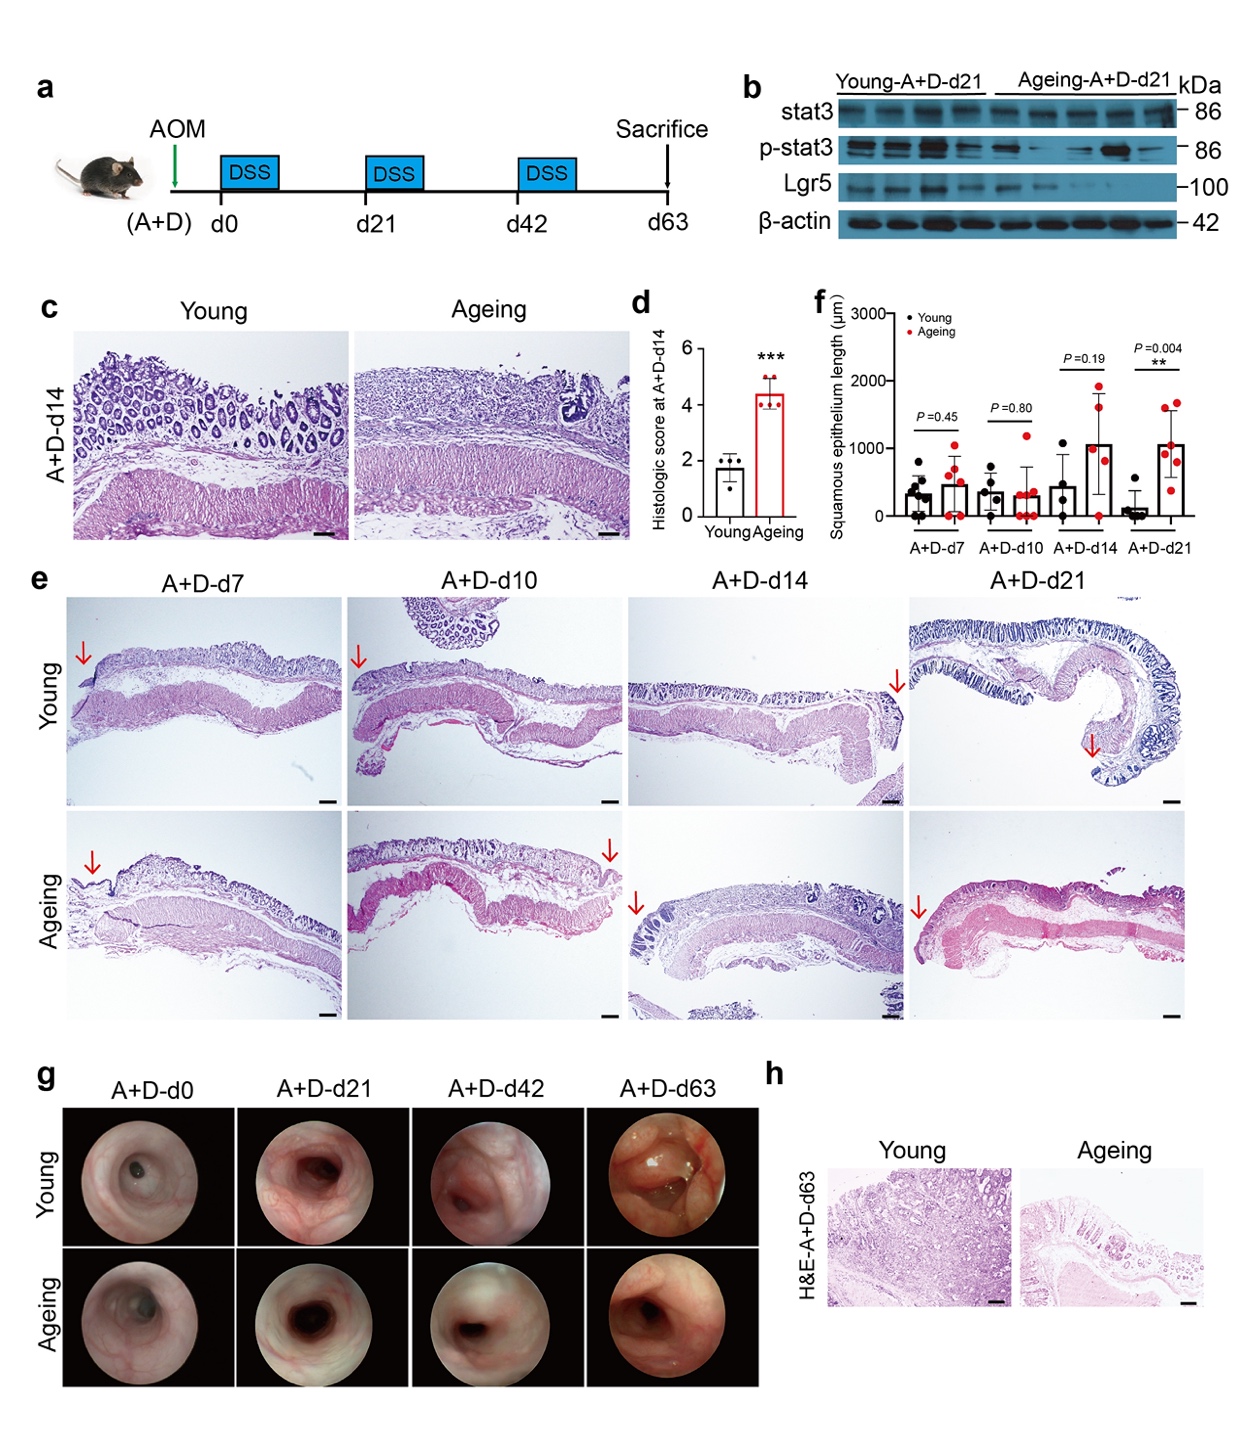

**Supplementary Fig. 2 Development of CAC in young and ageing mice, Related to Figure 2.** (**a**) Schematic overview of AOM/DSS-induced murine CAC model, A+D-d0 means normal mice. (**b**) Western blotting of the stat3, p-stat3, Lgr5 and β-actin proteins in colon tissues at A+D-d21 in young and ageing mice. Young, *n=*4; Ageing, *n*=5. (**c-d**) Representative H&E staining of colon tissues at 14 days after the beginning of DSS feeding. The histopathological grading of inflammation in young and ageing mice at A+D-d14 was recorded. Young, *n=*4; Ageing, *n*=5. Data are mean ± SD. Scale bars, 50 μm. (**e-f**) Representative H&E staining of colon tissues at 7, 10 ,14 and 21 days after the beginning of DSS feeding. Red arrow means the location near anal region. Scale bars, 200 μm. The length of squamous epithelium was recorded. Young-A+D-d7, *n*=8; Ageing-A+D-d7, *n*=6; Young-A+D-d10, *n*=5; Ageing-A+D-d10, *n*=7; Young-A+D-d14, *n*=4; Ageing-A+D-d14, *n*=5; Young-A+D-d21, *n*=5; Ageing-A+D-d21, *n*=6. Data are mean ± SD. (**g**) High-resolution endoscopic images of colon at 0, 21, 42 and 63 days during the CAC model in young and ageing mice. (**h**) H&E staining of young and ageing colon tissue at A+D-d63. Scale bars,100 μm.

Figure. S3.

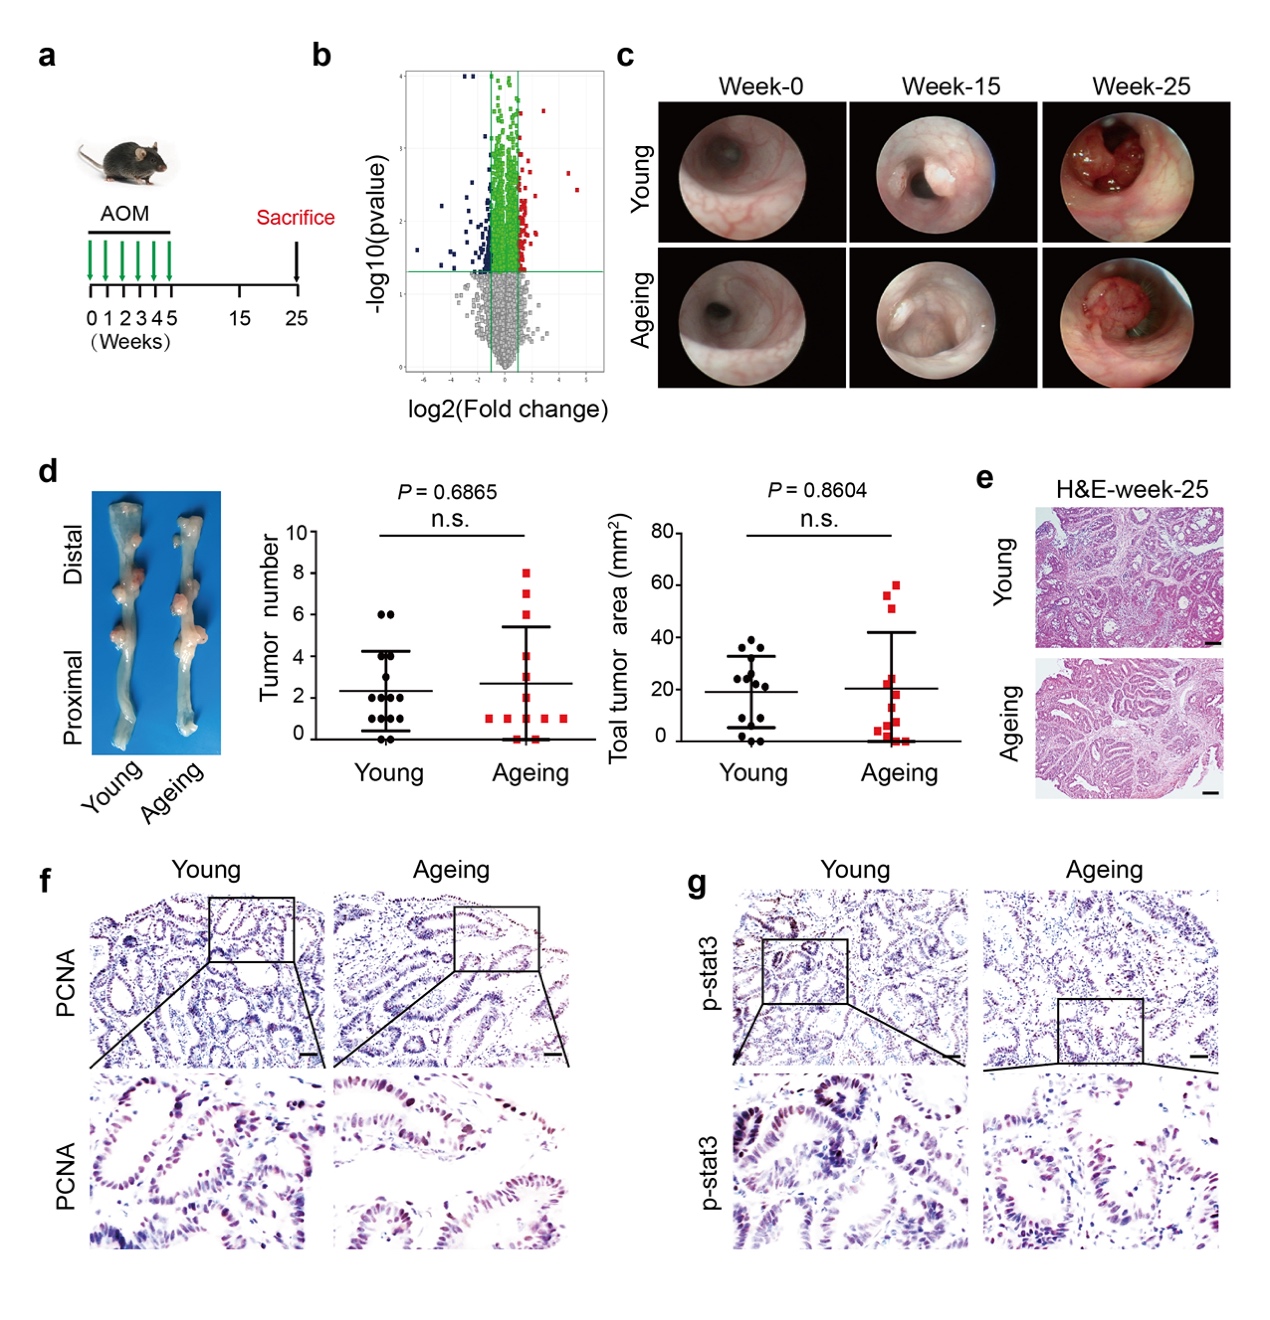

**Supplementary Fig. 3** **Development of multiple AOM-induced sporadic CRC in young and ageing mice****, Related to Figure 2.** (**a**) Schematic overview of murine model of multiple AOM-induced sporadic non-inflammatory CRC. (**b**) Volcano plot of gene expression data comparing whole transcripts of young and ageing colon tissues at week1. Only 86 coding mRNA, 68 lncRNA and 1 cirRNA were differentially expressed by + 2-fold (*P* <0.05). Horizontal green line denotes *P*-value <0.05. Vertical green colored lines denote fold changes greater than ± 2 folds. *n*=3. (**c**) High-resolution endoscopic images of young and ageing colon at 0, 15 and 25 weeks after the first AOM injection in the sporadic CRC. (**d**) Representative macroscopic images of sporadic CRC induced by multiple AOM injections at week 25 in young and ageing mice. Tumor number and tumor area per colon in young and ageing mice were measured. Young, *n*=15; Ageing, *n*=13; Data are mean ± SD. (**e**) H&E staining of young and ageing sporadic CRC at week 25. Scale bars, 100 μm. (**f**) Immunohistochemical staining of PCNA in colon tissues of young and ageing mice at week 25. Scale bars, 50 μm. (**g**) Immunohistochemical staining of p-stat3 in colon tissues of young and ageing mice at week 25. Scale bars, 50 μm.

Figure. S4.

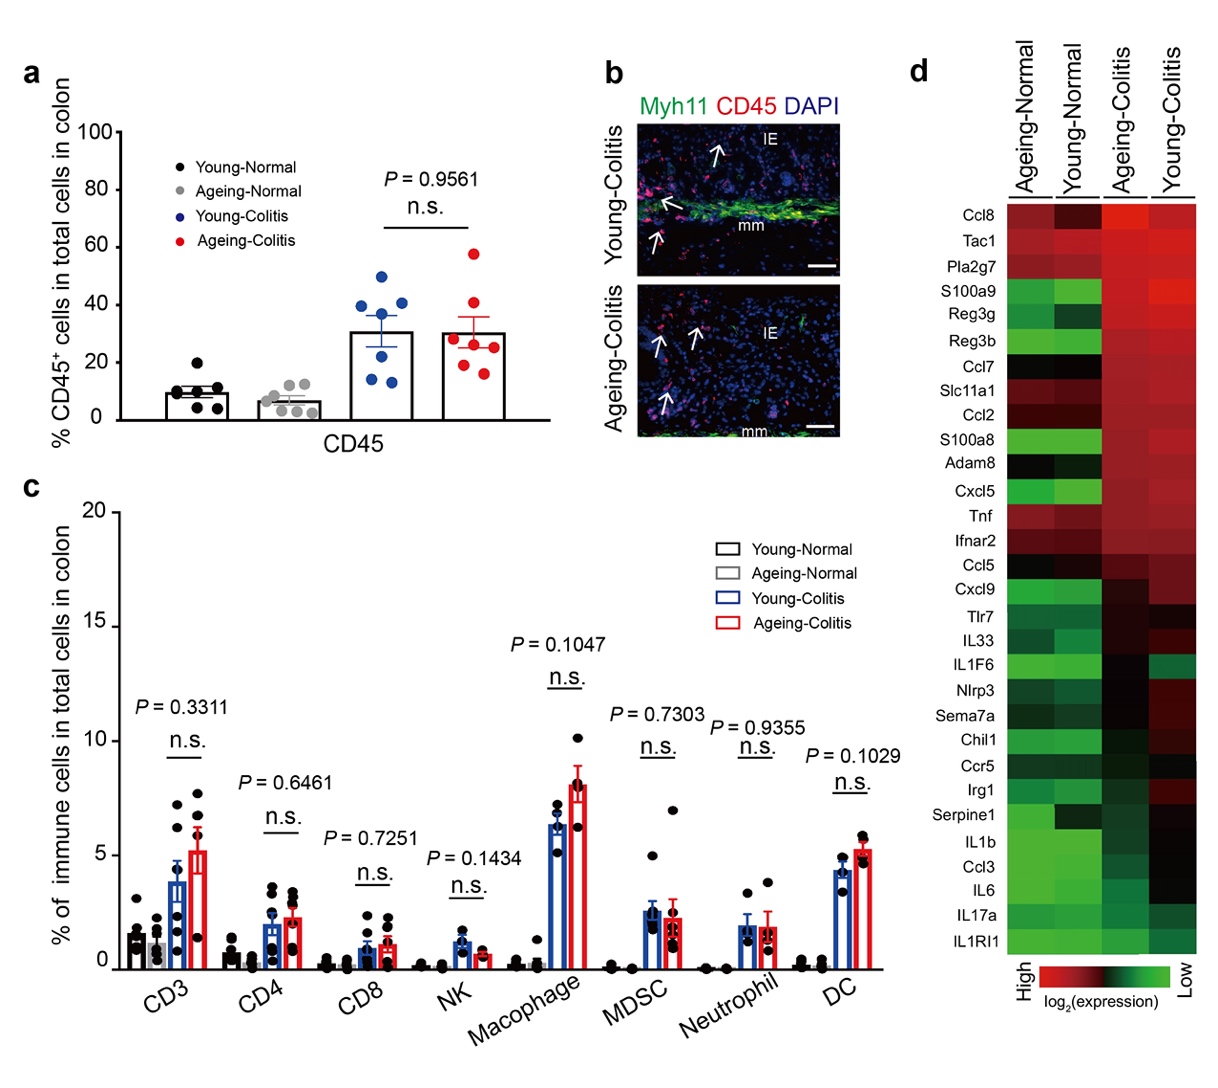

**Supplementary Fig. 4 Inflammatory characteristics during DSS-induced colitis in young and ageing mice.** (**a**) Flow cytometric analysis of CD45^+^ total immune cells in homeostatic colon and colitis colon in the early phase of CAC model in young and ageing mice. *n=*7 for each group, mean ± SD. (**b**) Detection of CD45 and Myh11 in colitis tissue in the early phase of CAC model at A+D-d10 in young and ageing mice. Scale bars, 50 μm. (**c**) Flow cytometry analysis of immune cells (CD3^+^ T cells, CD4^+^ T cells, CD8^+^ T cells, NK, Macrophages, MDSC, Neutrophil, and DCs) in homeostatic colon and colitis tissue in the early phase of CAC model in young and ageing mice. *n*=3-7/group, mean ± SD. (**d**) Heatmap of inflammatory factors expression from RNA-seq data of homeostatic colon and colitis colon in the early phase of CAC model at A+D-d10 in young and ageing mice. *n*=3 for each group.

Figure. S5.

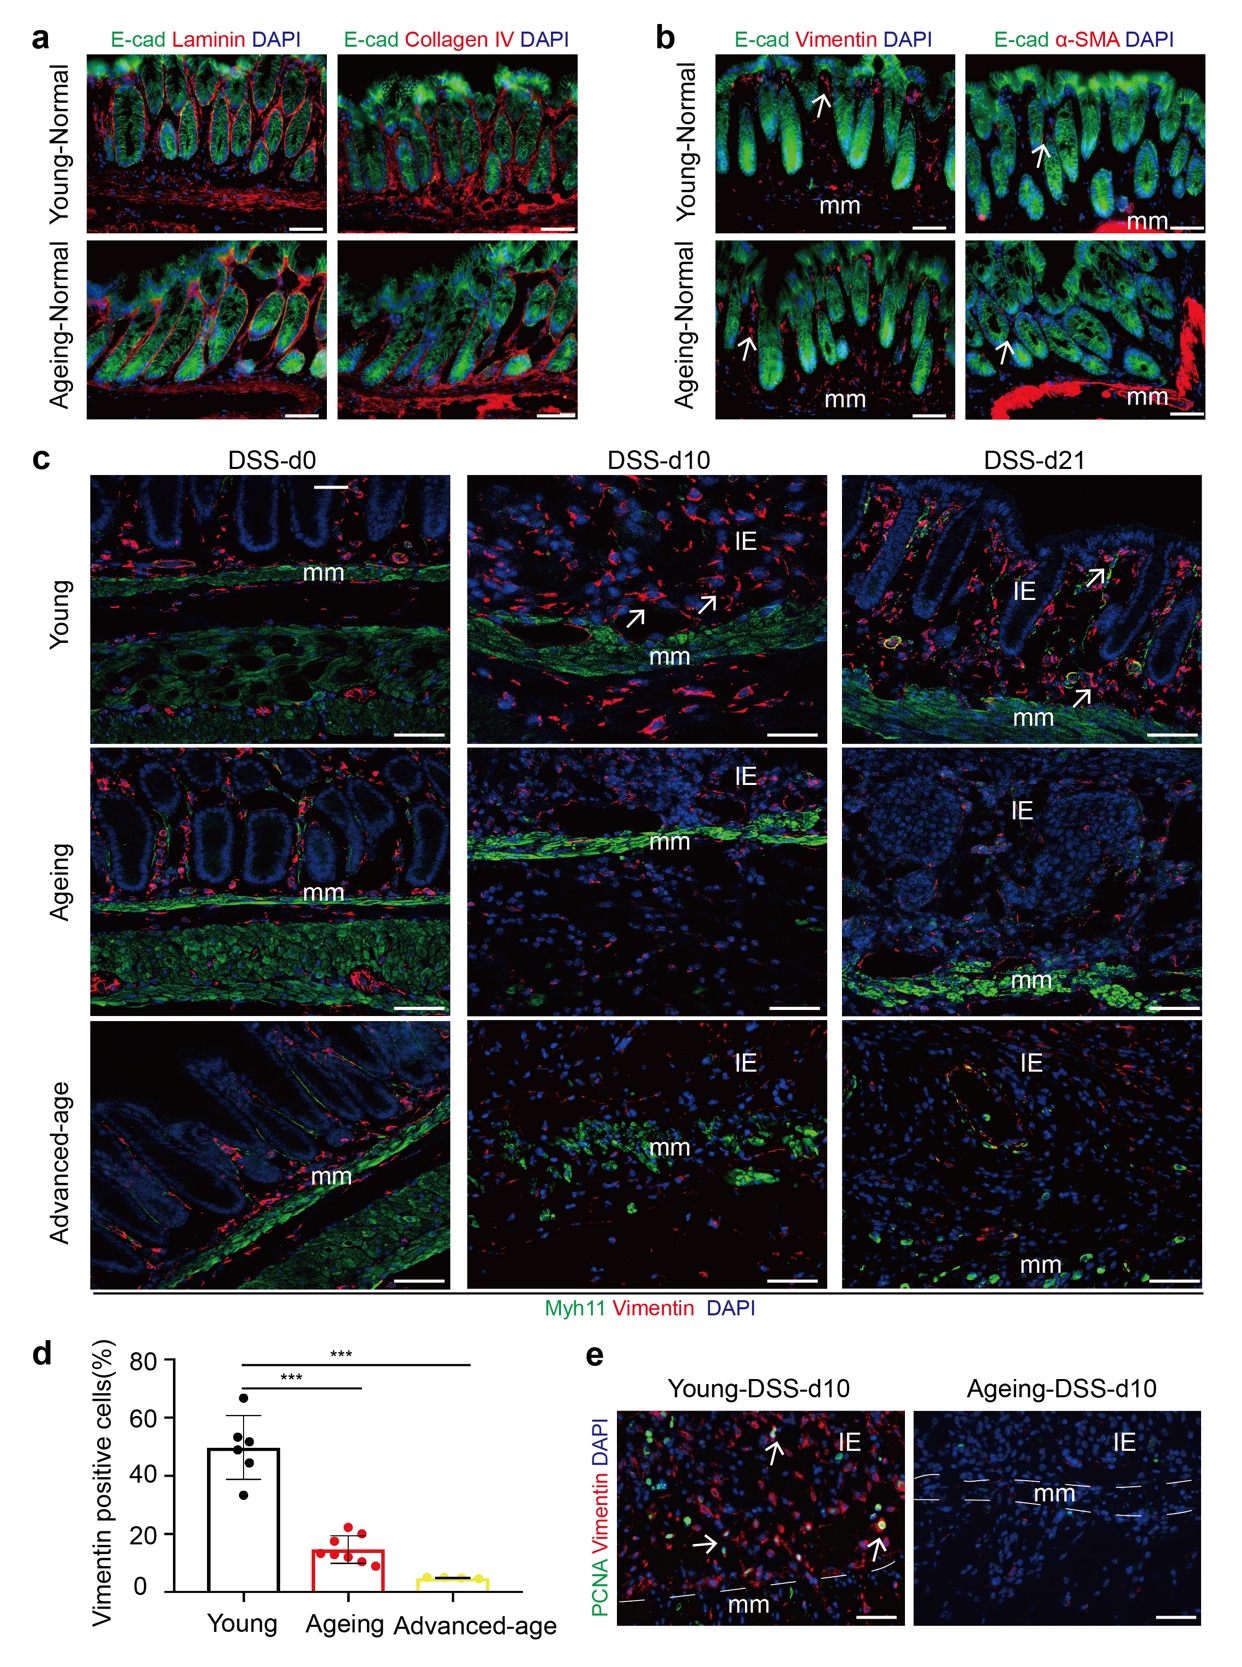

**Supplementary Fig. 5 Reduced fibroblasts with ageing during intestinal wound healing in DSS-induced colitis, Related to Figure 3.** (**a**) Detection of Laminin, E-cad and Collagen IV in homeostatic colon in young and ageing mice. Scale bars, 50 μm. (**b**) Detection of Vimentin, α-SMA and E-cad in homeostatic colon in young and ageing mice. Scale bars, 50 μm. (**c**) Detection of Vimentin and Myh11 at DSS-d0, DSS-d10 and DSS-d21 in young, ageing and advanced-age (~25 months) mice. Scale bars, 50 μm. (**d**) The ratio of Vimentin^+^ fibroblasts in the intestinal stromal microenvironment at DSS-d10 was recorded in young, ageing and advanced-age mice. Young, *n*=6; Ageing, *n*=8; Advanced-age, *n*=4. Data are mean ± SD. (**e**) Detection of Vimentin and PCNA in colon tissues at DSS-d10 in young and ageing mice. Scale bars, 50 μm.

Figure. S6.

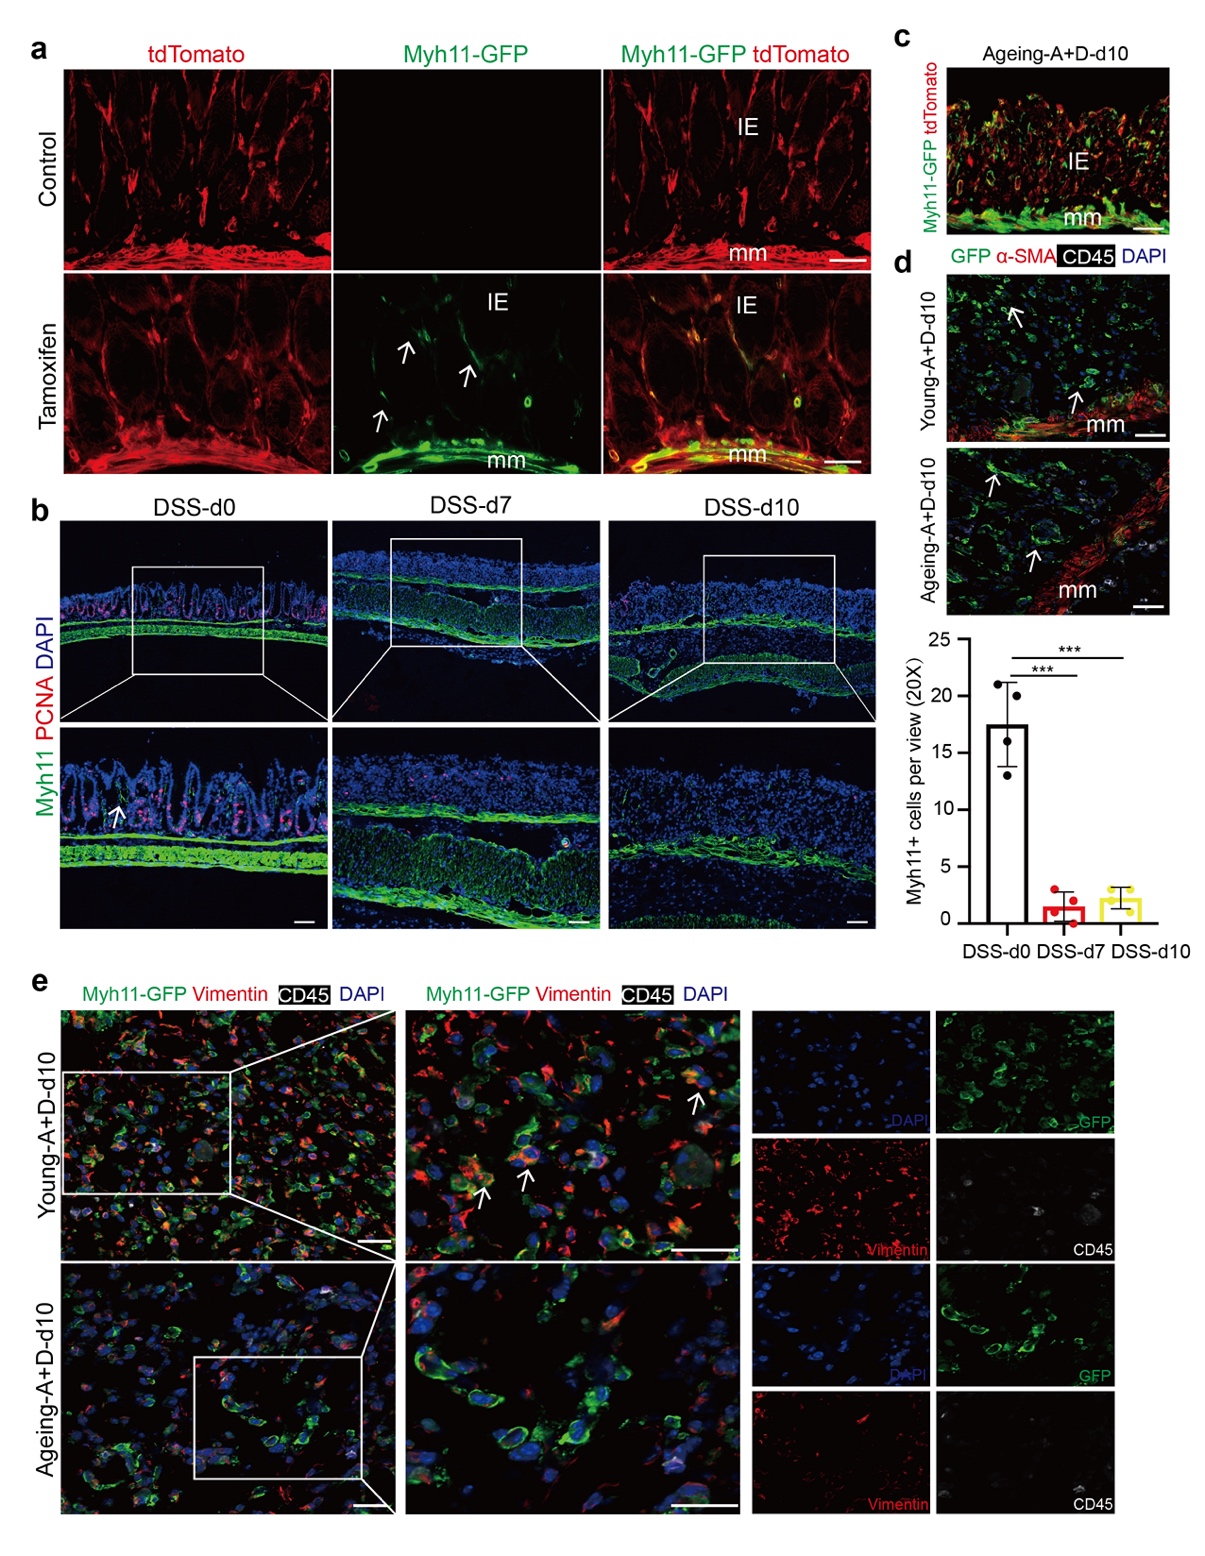

**Supplementary Fig. 6 Lineage tracing of ISMCs, Related to Figure 4.** (**a**) After two continuous days of tamoxifen (3 mg/day) induction starting from homeostatic condition, we detected the labeled cells derived from ISMCs (Green) and the total cells (tdTomato, red) in colon tissues. Scale bars, 50 μm. (**b**) Detection of PCNA and Myh11 in homeostasis or at DSS-d7 and DSS-d10 in young mice. Scale bars, 50 μm. The absolute number of Myh11^+^ cells per view (20X) was also detected at DSS-d0/7/10, *n*=4 for each group; Data are mean ± SD. (**c**) The labeled cells from ISMCs (Green) and the total cells (tdTomato, red) in colon tissues at A+D-d10 in ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 50 μm. (**d**) Detection of the GFP, α-SMA and CD45 in colon tissues of young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice at A+D-d10. Scale bars, 50 μm. (**e**) Detection of GFP, Vimentin and CD45 in intestinal mucosa epithelium at A+D-d10 in young and ageing Myh11-cre/ER^T2^; Rosa26-mTmG mice. Scale bars, 20 μm.

Figure. S7.

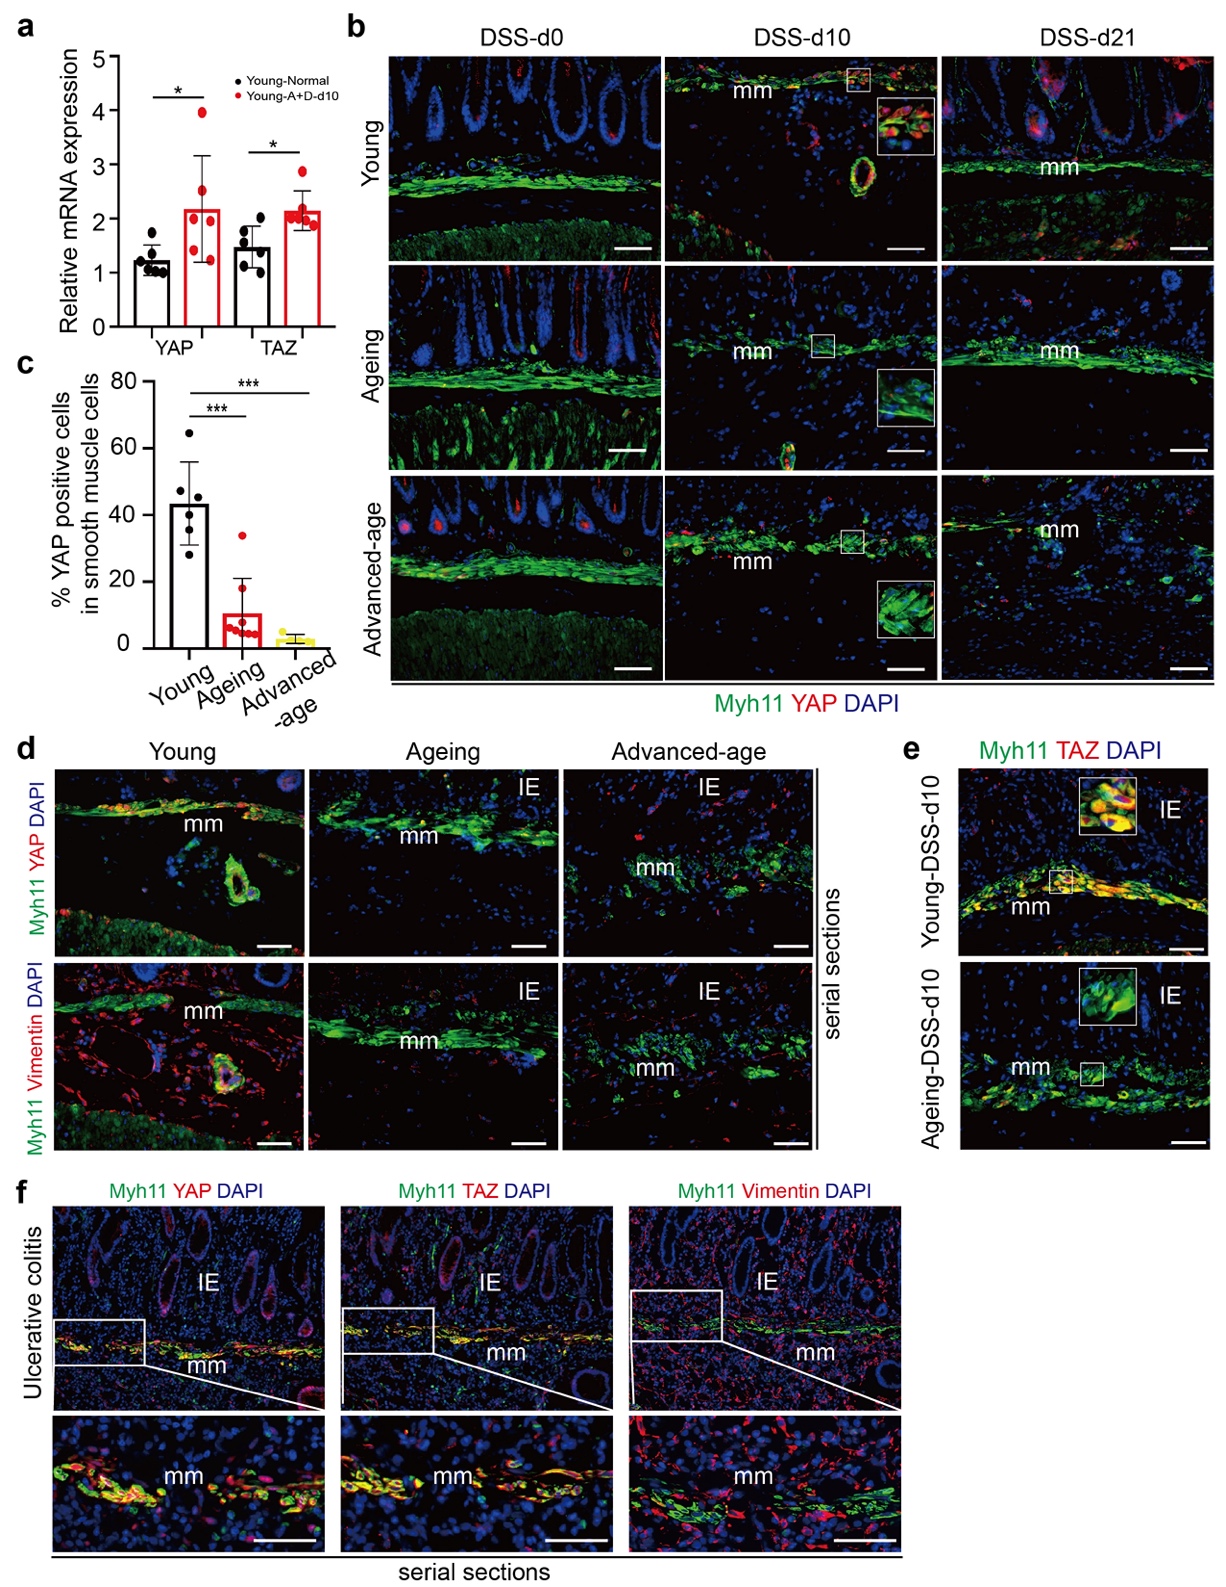

**Supplementary Fig. 7 The reduction of YAP/TAZ activation in ISMCs with reduced fibroblasts in acute colitis of ageing mice, Related to Figure 6.** (**a**) Relative mRNA expression of YAP and TAZ in the muscular layer of Young A+D-d10 mouse, compared to muscular layer of normal young mouse, n=6 for each group, Data are mean ± SD. (**b**) Detection of Myh11 and YAP in ISMCs of muscularis mucosa in homeostasis or at DSS-10 and DSS-21 in young (~3 months), ageing (~14 months) and advanced-age (~25 months) mice. Scale bars, 50 μm. (**c**) The ratio of YAP positive cells in ISMCs at DSS-d10 in young, ageing and advanced-age mice, Young, *n*=6; Ageing, *n*=8; Advanced-age, *n*=4. Data are mean ± SD. (**d**) Serial sections detection of YAP, Vimentin and Myh11 at DSS-d10 in young, ageing and advanced-age mice. Scale bars, 50 μm. (**e**) Detection of Myh11 and TAZ in ISMCs of muscularis mucosa at DSS-d10 in young and ageing mice. Scale bars, 50 μm. (**f**) Serial sections detection of YAP (red), TAZ (red), Vimentin (red) and Myh11 (green) in ulcerative colitis patients. Scale bars, 50 μm.

Figure. S8.

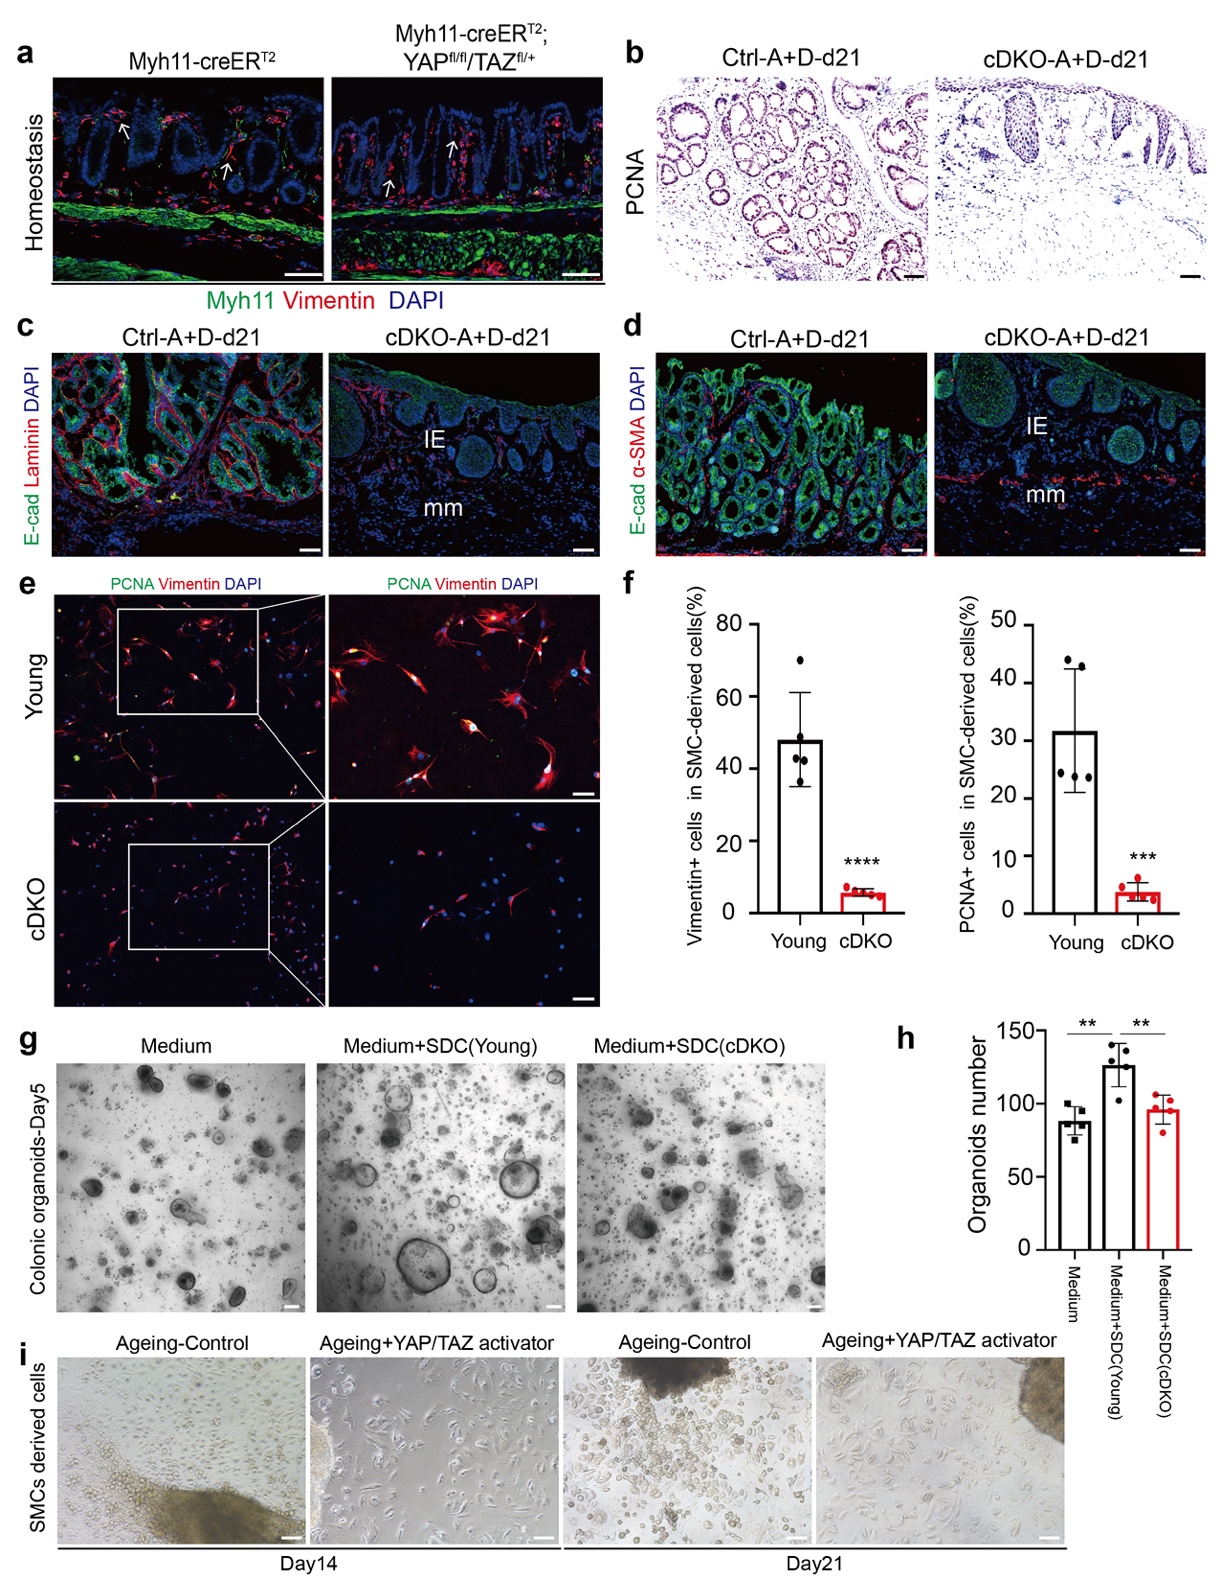

**Supplementary Fig. 8 Conditional knockdown of YAP/TAZ in ISMCs led to decreased CAC initiation, Related to Figure 7.** (**a**) Detection of Vimentin and Myh11 in Myh11-cre/ER^T2^ (Ctrl) mice and Myh11-cre/ER^T2^; YAP^fl/fl^/TAZ^fl/+^ (cDKO) mice in homeostasis. Scale bars, 50 μm. (**b**) Immunohistochemical staining of proliferation marker PCNA in colon tissues at A+D-d21 in Ctrl and cDKO mice. Scale bars, 50 μm. (**c**) Detection of E-cad and Laminin at A+D-d21 in colon of Ctrl and cDKO mice. Scale bars, 50 μm. (**d**) Detection of E-cad and α-SMA at A+D-d21 in colon of Ctrl and cDKO mice. Scale bars, 50 μm. (**e**) Detection of Vimentin, PCNA and DAPI of SDCs from muscular layer of young and cDKO mice. Scale bars, 50 μm. (**f**) The ratio of Vimentin^+^ cells and PCNA^+^ cells in SDCs from young and cDKO muscular layer. *n*=5 for each group, Data are mean ± SD. (**g-h**) Intestinal organoids derived from 400 crypts cultured alone or 400 crypts cocultured with 10000 SDCs from young or cDKO mice at day5, organoids number was measured, *n*=5 for each group, mean ± SD. Scale bars, 100 μm. (**i**) Compared to untreated ageing-control, YAP activator (PY60, 20μM, MedChemExpress) and TAZ activator (IBS008738, 20μM, MedChemExpress) were added at day 7 during ageing muscular layer culture, then we detect the smooth muscle derived cells at day14 and day21. Compared to untreated ageing-control, non-fibroblasts-like cells derived from muscular layer were not observed in ageing smooth muscle culture treated with YAP/TAZ activator. Scale bars, 50μm.

How the deposited data were processed for this re-analysis (not part of the article)

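RNA from the colorectum of young (about 3 months) and ageing (about 14 months) male mice was measured at A+D-d0, A+D-d10 and A+D-d21, with 3 mice for each age and day, so that there were 18 arrays in 6 groups. The paper's results call the measurement RNA-seq, and its methods and the sample labels describe a microarray. The values are those of one-colour arrays, and a single array was made from each mouse sample.

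For each array, the authors deposited the output of Agilent Feature Extraction 10.7.1.1, with an intensity in scanner units for each of 180870 spots, a mean spot intensity, a local background intensity, and flags for outliers, saturation and signal well above background. The processed intensity in these files is already corrected for background and is not normalized between arrays. The headers name mouse genome build mm9, and no coordinates were used. The authors also deposited a table of log2 values with a single value per probe and array. On each array these values had nearly the same order as the log2 processed intensities (lowest rank correlation 0.999755), and their sorted values differed between arrays by at most 0.28, as quantile normalization gives. The paper's text does not name the normalization. The columns for gene names repeat the probe's ID in these files, and the reference table used here holds no probe IDs, so every result is given by probe.

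Control spots were left out, and spots marked as non-uniform or as population outliers were dropped. No spot was saturated. Log2 of the processed intensity was averaged over the spots of each probe, which concerned 3372 probes with several spots. The design written before the data were examined subtracts each array's 75th percentile without saying over which probes. Because most probes were not well above background on an array (from 33.3% to 47.8% were), the percentile was taken over the 42569 probes well above background on all arrays, and the percentile over all probes was an alternative. A probe was tested where it was well above background on all 3 arrays of at least 1 group, which left 61202 probes (42.0%), 32537 of them catalogue probes and 28665 custom probes. In 33 of them a value was missing on an array after the outliers were dropped. Repeated spots of a probe varied with a median coefficient of variation from 10.1% to 14.0% per array. With 3 arrays per group, the number of arrays limits the precision.

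The comparisons were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend in the variance), in a model with a mean for each of the 6 groups and all 18 arrays. They were ageing against young mice on each day, A+D-d10 and A+D-d21 against A+D-d0 in each age, and the interaction of age and day. The paper's threshold of a fold change of at least 2 and an unadjusted P of at most 0.05 was applied to the age comparisons. All comparisons were also read at an adjusted P of at most 0.05 by the Benjamini-Hochberg method, applied within each comparison over the tested probes. All P values are two-sided. Where a probe was not well above background on any array of a group, its change is given as a lower bound. The code was tested on simulated data made from the means and spreads of the real probes with 200 probes changed: at the adjusted P, 85% of the changed probes were recovered at A+D-d0, 82% at A+D-d10 and 77% at A+D-d21, and 3.95%, 5.75% and 6.67% of the calls were false. The recovered shares hold for the sizes of change that were simulated, and not for every change reported. Each simulated probe varied independently, with no effect of slide or array, so the shares of false calls need not hold for the real arrays. Figures were drawn with matplotlib 3.10.9.

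The comparisons, the model and the alternatives were chosen at the same time. They had been written for coding mRNAs, and were run on all tested probes in their place. The rule for naming, also written then, was to name the 5 largest increases and decreases of each age comparison at the adjusted P whose groups did not overlap. They were ranked by the fitted log2 difference, also where the change is only a bound. Because probes without gene names are limited here to 2 that rose and 2 that fell, 4 of those probes are named, and which of them was picked after their values were seen. The A+D-d21 values of A_51_P406105 are given although it ranks second there. The alternatives were normexp background correction with an offset of 50, quantile normalization, the authors' processed values, no filter on dim probes, a filter of signal well above background on all 18 arrays, a model of the arrays of the compared groups alone, array weights, the methods' t-test, the slide as a random or fixed block, the replicate number as a block, and each array left out in turn. That made 11 settings and 18 models with an array left out. After the data had been seen, 10 settings were added: the 75th percentile over all probes, centring within 20 bins of probe GC content, cyclic loess normalization, and 7 combinations of the methods' t-test with other filters or with the authors' processed values. The paper's general statistics section names the t-test and does not say which test the arrays were given.

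Steps that need a gene for each probe were not run: the classes of coding mRNAs, lncRNAs and circRNAs, the tests of gene lists, of extracellular matrix genes and of pathways, the expression of genes named in Fig. 3b and Supplementary Fig. 4d, the sex-linked genes as a check of the labels, and the choice between several probes of a gene. The scan day was not fitted as a block, because each group was scanned on 1 of the 2 days. Samples for the comparison of Supplementary Fig. 3b were not analysed here.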

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

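The tests of scaling and slide at A+D-d10 were chosen only after the result was seen, the random assignments of age were sorted by the divisions they keep after their counts were seen, and the corrections for GC content and for a trend with brightness were also added after the data had been seen.

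At A+D-d10, 5962 probes differed between ageing and young mice at an adjusted P of at most 0.05 from limma. From the expression data of that day, the paper reports on inflammatory factors alone. By staining and lineage tracing, it reports differences between the ages in fibroblasts and in YAP/TAZ. At A+D-d0, 105 probes differed at the same adjusted P. The tables argue against the scaling of the arrays as the whole cause of this increase, since 3858 probes were called at A+D-d10 after quantile normalization, where 94 were called at A+D-d0. They argue likewise against probe GC content, with 7063 probes after centring within GC bins and 205 at A+D-d0, and against a trend with brightness, with 4577 probes after cyclic loess normalization and 110 at A+D-d0. The slide stays open. Young replicate 1 of A+D-d21 shares the slide of the ageing A+D-d10 arrays. It departed from the other 2 young A+D-d21 arrays in the direction of the A+D-d10 difference by a median of 0.14 (log2). For 63.9% of the probes the departure had that direction, and the median size of the difference was 1.05. Young replicates 2 and 3, each set against the other 2 arrays, departed by -0.05 and -0.10. Those comparisons include replicate 1. The departure of replicate 1 rests on a single array and on probes chosen for the difference. Slide, scan day and age cannot be told apart at A+D-d10, because all young arrays were on a slide scanned on the first scan day and all ageing arrays on a slide scanned on the second. Among the 10 ways to divide the 6 arrays into 3 and 3, the real division gave the most probes (1 of 10 as large, both at the adjusted P and at the methods' threshold), and 10 divisions are too few to exclude chance. A difference between young and ageing mice in the response to DSS stays among the open explanations, untested apart from slide and scan day.

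The response from A+D-d0 to A+D-d10 differed between the ages for 999 probes by the test of the interaction in limma, 692 with a more positive and 307 with a more negative response in ageing mice. As many probes were called in 8 of 100 random assignments of age within the days, the real one included. The 7 others all kept the real division of the A+D-d10 arrays, and so carry the A+D-d10 difference itself, and the 80 assignments that kept the real division of neither day gave at most 4 probes. The assignments therefore do not decide about chance. The count was 177 without ageing A+D-d0 replicate 3 and 1375 without ageing A+D-d10 replicate 2. With the slide as a random block it was 116. The interaction uses the A+D-d10 arrays described above, so slide and scan day cannot be told apart from age here either, and a response that depends on age stays open, untested apart from them.

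The response from A+D-d0 to A+D-d21 differed between the ages for 12 probes by the same test, all of them catalogue probes with a more positive response in ageing mice. As many probes were called in 3 of 100 random assignments of age within the days, the real one included, which argues against chance alone. Of the others, the assignment with 53 probes kept the real division of the A+D-d0 arrays, and the assignment with 37 kept the real division of neither day, so single assignments can exceed the real count. The count was 1 without ageing A+D-d0 replicate 2, 34 without young A+D-d21 replicate 1, and 7 with the slide as a random block. Of the 12 probes, 9 are among the 35 that were at least 4-fold lower in ageing mice at A+D-d0. The same A+D-d0 arrays enter both counts, so this overlap is in part built in. No slide held both ages at A+D-d0, and an effect of the slides there stays open, as does an effect of age.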

How the results depend on the processing

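The joint divisions of young and ageing arrays were tested after the responses had been seen, and the tests with the 75th percentile over all probes, GC centring, cyclic loess and the 7 added t-test settings were chosen only after the data had been seen. Of 290 values of counts and of the share under 4-fold obtained under the alternatives, models with an array left out included, 149 stayed within 1.5 times the reported count or within the share's interval and 141 did not. Of 268 values for single probes, probe classes and shares of higher probes, 187 did so, 67 moved and 14 calls of named probes were lost after adjustment; no named probe changed direction. Unless stated otherwise the cause of a move was not tested.

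Reported counts at the methods' threshold (at least 2-fold, unadjusted P of at most 0.05) were 1520 at A+D-d0, 4783 at A+D-d10 and 714 at A+D-d21. With normexp they were 143, 645 and 127, and 89.5% of the A+D-d0 probes changed less than 4-fold, against 94.6%. With no filter on dim probes, which tests more probes, they were 4094, 8001 and 3199, with 96.7% under 4-fold. With the filter on all 18 arrays, which tests fewer, they were 349, 1929 and 166. By the methods' t-test there were 909 at A+D-d0, with 93.0% under 4-fold, and 333 at A+D-d21. The t-test with no filter gave 2535 (96.1% under 4-fold) and 1307 at A+D-d0 and A+D-d21, and on the authors' processed values 1084 at A+D-d21. Over probes well above background on all 6 arrays it gave 296, 1705 and 130 for the 3 days (92.6% under 4-fold), and on the authors' values 273, 1195 and 152 (91.9%). Over probes well above background on all 3 arrays of a compared group it gave 720, 3177 and 286 (91.9%), and on the authors' values 540, 2041 and 329 (90.2%). With the reported filter, the authors' values gave 663, 2348 and 386 (90.8%). The lowest share under 4-fold was the 89.5% of normexp.

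At an adjusted P of at most 0.05, limma called 105, 5962 and 8 probes between the ages at A+D-d0, A+D-d10 and A+D-d21. Normexp gave 3458 at A+D-d10 and 2 at A+D-d21. Quantile normalization gave 3858 and 19, and the authors' processed values 3799 and 19. No filter gave 40, 3835 and 5, and the filter on all 18 arrays 4 at A+D-d21. With the compared arrays alone, limma called 3385 at A+D-d10 and 0 at A+D-d21, where 2717 had an unadjusted P of at most 0.05. Array weights gave 2061 at A+D-d0 and 138 at A+D-d21. By the methods' t-test there were 0, 901 and 0, with 8307 at A+D-d0 and 3021 at A+D-d21 at the unadjusted P. On the authors' values the t-test gave 0, 322 and 0, with 7574 and 3278 at the unadjusted P. The slide as a random block (correlation 0.10 between arrays of a slide) gave 10 at A+D-d0 and 3076 at A+D-d10, and as a fixed block 51 at A+D-d21. The 75th percentile over all probes gave 224 at A+D-d0 and GC centring 205.

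The responses of young mice at A+D-d10 and A+D-d21 comprised 7815 and 11865 probes, and those of ageing mice 10852 and 9734. The methods' t-test gave 247, 108, 1172 and 3234 in that order. The young A+D-d10 response was 4700 with no filter and 4775 with the slide as a random block. The young A+D-d21 response was 7832 with the filter on all 18 arrays, 6338 with the compared arrays alone and 18376 with array weights. The ageing A+D-d10 response was 5956 with the slide as a random block. The ageing A+D-d21 response was 6412 with the filter on all 18 arrays, 20681 with array weights and 5475 with the slide as a random block. The interaction at A+D-d10 (999) was 664 with normexp, 624 with quantile normalization, 619 with the authors' values, 272 with no filter, 2423 with array weights and 116 with the slide as a random block. That at A+D-d21 (12) was 19 with normexp, 61 with array weights and 7 with the slide as a random block. Other divisions of the 6 arrays of each response into 3 and 3 gave fewer probes (1 of 10 as large for each of the 4), and 10 divisions alone are too few to exclude chance. The responses of the 2 ages come from different arrays and had a Pearson's r of 0.509 at A+D-d10 and 0.701 at A+D-d21. When the arrays of both ages were divided jointly, 1 of 200 divisions, the real one, gave an r as high on each day (highest other r 0.449 and 0.571), which argues against chance in both ages together. The scan day stays open for both responses at A+D-d21 and for the ageing response at A+D-d10. An effect of slide stays open for every response, because no slide held arrays of A+D-d0 and of a later day.

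The share of probes higher in ageing mice at the methods' threshold depended on the scaling, the filter and the test. At A+D-d0 it was 84.2%, and 60.8% with normexp, 67.0% with quantile normalization and 67.2% in the authors' values. It was 68.8% with the percentile over all probes, 72.1% with GC centring and 63.6% with cyclic loess. With no filter on dim probes it was 68.9%, with the filter on all 18 arrays 69.3%, and by the methods' t-test 82.2%. At A+D-d10 it was 90.7%, and 78.2% with quantile normalization and in the authors' values. It was 72.0% with the percentile over all probes, 74.4% with GC centring, 69.7% with cyclic loess and 75.1% with no filter. Other settings raised it at A+D-d10, to 94.3% with normexp, 94.2% with the filter on all 18 arrays and 95.5% by the methods' t-test. At A+D-d21 it was 49.9%, and 70.1% with normexp and 39.2% with cyclic loess. It was 57.2% there with the filter on all 18 arrays and 56.5% by the methods' t-test. Of the 1520 probes at A+D-d0, 1016 were also among the 1166 of the authors' values, and 829 among the 909 of the t-test.

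With 1 array left out, the counts at the methods' threshold ranged from 1340 to 2286 at A+D-d0, the highest without young replicate 3, from 4578 to 5564 at A+D-d10, and from 694 to 1392 at A+D-d21, the highest without young replicate 3. The share under 4-fold ranged from 90.5% to 93.7%. At the adjusted P there were from 9 (without young replicate 2) to 312 (without young replicate 3) at A+D-d0, from 3291 (without young replicate 3) to 5783 at A+D-d10, and from 1 (without ageing replicate 2) to 26 (without young replicate 1) at A+D-d21. The responses ranged from 3787 (without young A+D-d10 replicate 1) to 7917 and from 6073 (without young A+D-d21 replicate 3) to 14052 in young mice at A+D-d10 and A+D-d21, and from 6577 (without ageing A+D-d0 replicate 1) to 10311 and from 4561 (without ageing A+D-d21 replicate 1) to 7436 in ageing mice. The interaction ranged from 177 (without ageing A+D-d0 replicate 3) to 1375 at A+D-d10 and from 1 (without ageing A+D-d0 replicate 2) to 34 (without young A+D-d21 replicate 1) at A+D-d21.

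With the replicate number as a block, the adjusted counts were 57 at A+D-d0 and 2 at A+D-d21, and 4 for the interaction at A+D-d21; the other counts stayed within 1.5 times. Deviations from the group means of arrays with the same number had a median correlation of -0.00637 (from -0.22 to 0.25 over 45 pairs), and those with different numbers -0.00392, so the samples share only a number.

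Not run, because they need a gene for each probe, were the mean over a gene's probes, the other definition of coding, the counts of lncRNAs and circRNAs, the tests of gene lists with camera or fry, and the test of extracellular matrix genes with its threshold. The scan day as a block was not run either, because each group was scanned on a single day. Probes near background limit the counts: 713 of the 1520 probes at A+D-d0 were not well above background on any array of a group.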

Differences from the paper's values

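The paper's legend of Supplementary Fig. 1f gives 75 coding mRNAs, 270 lncRNAs and 45 circRNAs that differed between young and ageing mice in homeostasis, and the sum of these values of the paper, made here, is 390 transcripts. At the same threshold, 1520 probes differed here. The paper counts transcripts and the value here counts probes, several of which can match the same transcript, and the 3 classes were not compared one by one because catalogue and custom probes are not those classes. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's value with the filter of signal well above background on all 18 arrays, at 349 probes. It did not with normexp background correction (143), quantile normalization (1174), the authors' processed values (1166), no filter on dim probes (4094), the arrays of the compared groups alone (1573), array weights (1840), the methods' t-test (909), the slide as a random block (1336), the replicate number as a block (1513), or with any of the 6 arrays left out (from 1340 to 2286). Some settings chosen after seeing the values also came within 1.5 times: the methods' t-test over probes well above background on all 6 arrays, with 296 probes, the same test and filter on the authors' processed values, with 273, and the methods' t-test on the authors' processed values over probes well above background on all 3 arrays of a compared group, with 540.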

Other observations

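These patterns were found by looking through the data. The tests of slide and of a wrong label for young A+D-d21 replicate 1, and of array brightness and slide for detection, were chosen only after the result was seen.

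Young A+D-d21 replicate 1 stands apart from the other 2 young arrays of that day. Its mean correlation with them across probes was 0.959, and 0.968 with the ageing A+D-d10 arrays on its slide, a difference of -0.00857. It was thus closer to another group than to its own, as a wrong label would give. The group it came closest to shares its slide, however, so a wrong label cannot be told apart from the slide by this value. Its means with the ageing A+D-d21 and A+D-d0 arrays were 0.961 and 0.960. A label taken from an A+D-d10 sample is argued against by the response of 3250 probes that changed alike in both ages. On a scale from 0 at A+D-d0 to 1 at A+D-d10, the array scored 0.565, between the other young A+D-d21 arrays (0.514 and 0.707) and below every A+D-d10 array (lowest 0.880). The slide stays open: in 2 of the 2 other groups spread over 2 slides, the pair of arrays on the same slide was the closest pair, with an exact chance of 0.111, and these groups are too few to decide. The array held 86 probes at least 8-fold below and 23 at least 8-fold above both other arrays of its group, and its array weight was 0.376. No biological explanation was tested.

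Between ageing and young mice at A+D-d21, the real division of the 6 arrays was not exceptional. At the methods' threshold 3 of 10 divisions, and at the adjusted P 2 of 10, gave as many probes, so chance cannot be excluded. The division of ageing replicates 1 and 2 and young replicate 3, all on slide 6, from the other arrays gave 945 and 21 probes, against 714 and 8 for the real one. Compared within slide 6, the ages differed by 996 and 51 probes, and 387 of the 996 are among the 714. At A+D-d0 the real division gave the most probes (1 of 10 as large at both thresholds), which cannot exclude chance either.

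The 35 probes at least 4-fold lower in ageing mice at A+D-d0 (31 of them catalogue probes) were higher in ageing mice at A+D-d21 by a median of 0.84 (log2), 28 of them with that direction. The 47 probes at least 4-fold higher in ageing mice at A+D-d0 did not reverse as a set, with 40 of them higher at A+D-d21 too (median 0.49). Both sets were chosen on the A+D-d0 arrays, so their changes from A+D-d0 are in part fixed by that choice. Dim signal stays open, since 42.9% lay below the 25th percentile of brightness of the tested probes, where 25% of all tested probes lie. A candidate explanation is a factor shared by these probes that varies from array to array. In the A+D-d10 and A+D-d21 arrays, which were not used to choose them, their deviations from the group means had a median correlation of 0.171 between probes. In 1000 random sets matched on brightness the median was 0.018 and the highest 0.155. Those sets were not matched on how much their probes vary, or on how many probes match the same transcript. What that factor is was not tested. With a single array per mouse, a difference between animals cannot be told apart from one between arrays or slides. A difference with age or slide at A+D-d0 stays open.

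Of the 105 probes that differed at A+D-d0 at the adjusted P, 52 had the same direction at A+D-d10, 68 at A+D-d21 and 33 on both days. As many kept their direction on both days in 106 of 400 assignments of age to the later arrays, with a median of 26. Chance is therefore not excluded for this pooled count. At A+D-d21, 52 of the 61 higher probes kept their direction, but only 16 of the 44 lower probes did. At A+D-d10 those counts were 28 and 24. The higher and lower probes were not tested apart. At the adjusted P, 3 probes differed on all 3 days, A_51_P406105 among them.

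More probes were well above background on the ageing than on the young arrays at A+D-d0 (medians of 41.9% and 37.6%) and at A+D-d10 (39.7% and 35.7%). Brighter arrays may account for part of this. Over the 18 arrays, the 75th percentile of log2 intensity and the share of probes well above background had a Pearson's r of 0.752 (permutation P = 0.00019) and a Spearman's rho of 0.845 (permutation P = 2e-05), with r = 0.829 without the 2 arrays farthest from the median and r = 0.569 within groups. Within the first and second scan day, with 9 arrays each, r was 0.885 and 0.510. This was the only relation between measures tested across arrays. On slide 6, which held both ages at A+D-d21, the ageing arrays detected 3.32 percentage points more than the young arrays over 4 arrays. Most of that gap came from ageing replicate 2 (47.8%), since ageing replicate 1 detected 42.8% and the young arrays 42.2% and 41.7%. Both ageing arrays detected more although they were dimmer (75th percentiles of log2 intensity of 8.99 and 9.09, against 9.25 and 9.19), which brightness alone does not give. The 4 arrays of slide 6 are too few to decide between slide and age, and brightness stays open. Age itself stays open, untested.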
